# Small RNA and transcriptome deep sequencing proffers insight into floral gene regulation in *Rosa *cultivars

**DOI:** 10.1186/1471-2164-13-657

**Published:** 2012-11-21

**Authors:** Jungeun Kim, June Hyun Park, Chan Ju Lim, Jae Yun Lim, Jee-Youn Ryu, Bong-Woo Lee, Jae-Pil Choi, Woong Bom Kim, Ha Yeon Lee, Yourim Choi, Donghyun Kim, Cheol-Goo Hur, Sukweon Kim, Yoo-Sun Noh, Chanseok Shin, Suk-Yoon Kwon

## Abstract

**Background:**

Roses (*Rosa* sp.), which belong to the family Rosaceae, are the most economically important ornamental plants—making up 30% of the floriculture market. However, given high demand for roses, rose breeding programs are limited in molecular resources which can greatly enhance and speed breeding efforts. A better understanding of important genes that contribute to important floral development and desired phenotypes will lead to improved rose cultivars. For this study, we analyzed rose miRNAs and the rose flower transcriptome in order to generate a database to expound upon current knowledge regarding regulation of important floral characteristics. A rose genetic database will enable comprehensive analysis of gene expression and regulation via miRNA among different *Rosa* cultivars.

**Results:**

We produced more than 0.5 million reads from expressed sequences, totalling more than 110 million bp. From these, we generated 35,657, 31,434, 34,725, and 39,722 flower unigenes from *Rosa hybrid*: ‘Vital’, ‘Maroussia’, and ‘Sympathy’ and *Rosa rugosa* Thunb. , respectively. The unigenes were assigned functional annotations, domains, metabolic pathways, Gene Ontology (GO) terms, Plant Ontology (PO) terms, and MIPS Functional Catalogue (FunCat) terms. Rose flower transcripts were compared with genes from whole genome sequences of Rosaceae members (apple, strawberry, and peach) and grape. We also produced approximately 40 million small RNA reads from flower tissue for *Rosa*, representing 267 unique miRNA tags. Among identified miRNAs, 25 of them were novel and 242 of them were conserved miRNAs. Statistical analyses of miRNA profiles revealed both shared and species-specific miRNAs, which presumably effect flower development and phenotypes.

**Conclusions:**

In this study, we constructed a Rose miRNA and transcriptome database, and we analyzed the miRNAs and transcriptome generated from the flower tissues of four *Rosa* cultivars. The database provides a comprehensive genetic resource which can be used to better understand rose flower development and to identify candidate genes for important phenotypes.

## Background

Roses (*Rosa* sp.) belong to the Rosaceae family and are the most important ornamental plants, comprising 30% of the floriculture market. The Rosaceae family consists of more than 100 genera and 3,000 species, including many important fruits, nuts, ornamental, and wood crops [1]. Members of this family provide high-value nutritional food and contribute desirable aesthetic and industrial products. In addition, there are abundant genomic resources from recently released genome sequences for apple, strawberry, and peach (http://www.rosaceae.org/) that will contribute to better understanding of Rosaceae biology [2,3]. Despite active genomic studies of fruit-bearing Rosaceae, molecular studies of ornamental roses have been limited, except for those focused on supporting breeding strategies.

The development of molecular markers for roses began with the first molecular linkage map covering over 300 markers from *Rosa multiflora* hybrids [4], and several genetic maps were constructed recently [5,6]. However, the genetic resources for roses are relatively weak compared to those for other Rosaceae families. As of June 2011, approximately 4,834 unigenes were available. These were generated from 9,289 expressed sequence tags (ESTs) for rose in the Genome Database for Rosaceae (GDR) [7,8]. These unigenes cover only 7.6% of apple genes, 13.89% of strawberry genes, and 16.84% of peach genes. Clearly, more abundant transcriptomic resources generated from different roses are needed to allow for the investigation of key traits, including resistance to disease or stress, flower morphology, and scent [9,10].

Transcriptome sequences are often analyzed from both model and non-model plants to monitor whole gene expression. Whole gene expression is useful to identify biotic [11] or abiotic stress related genes [12,13], understand organ development [14,15] and characterize differential traits between closely related species of rose [16]. Next-generation sequencing (NGS) technologies, such as Illumina, SOLEXA, Genome Sequencer FLX system (GS FLX), and ABI SOLiD, allow analysis of the transcriptome because of increased throughput and reduced sequencing cost [17,18]. The GS FLX is considered by many to be the most powerful platform to analyze protein-coding sequence data with strengths, including long reads, good accuracy, and the ability to support ultra-high-throughput analysis [19]. Because of these strengths, GS FLX is often applied to generate transcriptome data (summarized in Table 1 in [20]). Transcriptomic data in ornamental plants like roses expands our knowledge of the genetic control of flower quality. These findings can be applied in the floricultural industry to advance efforts to screen economically important phenotypes [21]. Here, we generated transcriptomes of four *Rosa* cultivars using GS FLX sequencing to compare floral development and other features.

**Table 1:** Summary of sequencing and assembly results for rose flowers

	**V**	**M**	**S**	**H**
**Raw data**				
Read No.	151,906	132,974	107,816	115,707
Read length (bp)	34,317,306	29,145,021	23,643,473	26,107,242
Avg. read length (bp)	225.91	219.18	219.30	225.63
**Statistics after pre processing**				
Read No.	142,421	116,397	95,875	109,067
	(93.76 %)	(87.53 %)	(88.92 %)	(94.26 %)
Read length (bp)	33,112,590	27,277,537	22,306,881	25,260,565
Avg. read length (bp)	232.50	234.35	232.67	231.61
**Sequence clustering and assembly**				
Clustered reads	120,931	97,250	73,768	84,281
Clustered range	2-4,792	2-3,726	2-1,353	2-980
Contigs (assembled by TGICL ^a^)	14,167	12,287	12,618	15,366
Singlets ^b^	3,501	3,261	3,406	3,814
Singlets ^c^	17,989	15,886	18,701	20,542
Avg. contigs length (bp)	397.60	441.52	416.45	369.33

^a ^TGICL: TIGR Gene Index CLustering tools, ^b ^reads that are clustered but not assembled into contigs, ^c ^un-clustered reads by TGICL.

Abbreviations: V: ‘Vital’; M: ‘Maroussia’; S: ‘Sympathy’; H: ‘Haedang’.

MicroRNAs (miRNAs) are short (20–24 nt) non-protein-coding RNAs [22,23], which play essential roles in regulating plant growth and development [22]. miRNA genes, called *MIR* genes, are transcribed by RNA polymerase II (Pol II), and the miRNA transcripts form self-complementary fold-back structures called primary miRNA (pri-miRNA). Pri-miRNAs are processed to mature RNAs (miRNA/miRNA* duplex) through cleavage by Dicer-like 1 (DCL1) protein [23]. After release into the cytosol, miRNAs bind near-perfectly to their target mRNAs, and the remaining strands (miRNA*) are degraded. miRNAs regulate expression of target mRNA post-transcriptionally through either cleavage of the target mRNA or translational inhibition.

miRNAs are often identified by cloning or by bioinformatic alignment to known miRNAs. However, several strategies have been developed to computationally identify miRNAs from deep sequencing data [24-27]. These algorithms, which were initially designed for vertebrate miRNAs, are now able to predict plant miRNAs considering different features of plant miRNAs [28,29]. There are several databases of annotated and predicted miRNAs for plants that can be used in bioinformatic approaches for miRNA identification, including miRBase [30] and the Plant miRNA Database (PMRD) [31]. These recent developments of high-throughput sequencing techniques and analysis tools, as well as databases for miRNAs, challenge us to identify miRNAs from various plant species.

In this study, we constructed a Rose database of transcriptomes and miRNA sequences and annotations generated from flower tissues of three *Rosa hybrid* cultivars (Vital, Maroussia, and Sympathy) and *R. rugosa* Thunb. (Haedang). We included data from the three sequenced Rosaceae genomes (apple, strawberry, and peach) and the grape genome. In the rose database, users can analyze gene contents, gene families, phylogenetics, and miRNA profiles from a publicly available website (http://210.218.199.249/rose/). These data can be used to identify candidate miRNAs and target genes that may regulate flower development and hormonal regulation. It can be used to establish a genetic basis of valuable phenotypes of rose flowers. To demonstrate the utility of the database, we describe miRNAs that are highly conserved among *Rosa* (‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’), as well as statistically abundant miRNAs in one rose than others. Several target genes of miRNAs were experimentally validated using 5' RACE, and most of them were transcription factors regulating flower development. Therefore, rose database provides a comprehensive resource to understand flower development and to identify new candidate genes for studying rose phenotypes.

## Results

### Transcriptome sequence assembly from rose flower libraries

We constructed sequencing libraries from complete flower tissue of three *Rosa hybrid* cultivars, including Red corvette (Vital), Maroussia, and Sympathy, and *R. rugosa* Thunb. (Haedang), and sequenced them using the GS FLX platform. A total of 151,906 (approximately 34.3 Mb), 132,974 (29.1 Mb), 107,816 (23.6 Mb) and 115,707 (26.1 Mb) reads were generated from ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively (Table 1). The average read length was 219–226 bp for each library. Prior to assembly, we masked low-complexity and poly (A/T) sequences and removed reads shorter than 100 bp using the SeqClean program downloaded from the Dana Farber Cancer Institute (http://compbio.dfci.harvard.edu/tgi/software/) (Figure 1). After pre-processing, 88-94% of raw data remained to be clustered and assembled into contigs (Table 1).

**Figure 1:**
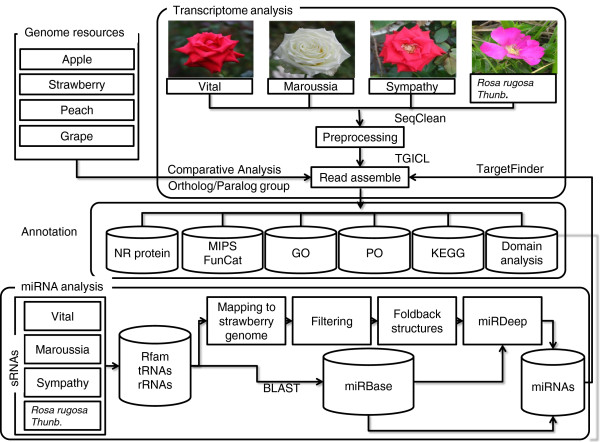
**Scheme for construction of the Rose database. **The schematic presentation shows the strategy of transcriptome and miRNA analysis. Transcript reads were assembled by TGICL [32] after pre-processing with SeqClean. Assembled sequences were annotated by searching homologs against non-redundant (NR) database and Arabidopsis (ver. 10). Domains and Gene Ontology (GO) were analyzed by Pfam. KEGG metabolic pathways and plant ontology (PO) were assigned by referring the description of top matched *Arabidopsis *genes. miRNAs were identified by applying modified miRDeep [24,29]. To search for known miRNAs, sRNA sequences were BLAST searched against currently known miRNAs in miRBase [86] databases.

To construct contigs, the TIGR Gene Index CLustering tools (TGICL) package implements MGBLAST to collect reads into clusters, and Cap3 was used to assemble clustered reads into contigs [32]. After clustering, clusters contained 84.91%, 83.55%, 76.94%, and 77.27% of the pre-processed reads for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively (Table 1). Using the clusters, the cap3 constructed 14,167, 12,287, 12,618, and 15,366 contigs for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively. Those contigs contained 95-97% of the clustered reads. Average contig lengths were 397.60, 441.52, 416.45, and 369.33 bp for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively (Table 1). There are 21,490 (Vital), 19,417 (Maroussia), 22,107 (Sympathy), and 24,356 (Haedang) singlets, including both un-clustered reads and reads that are clustered but are not assembled into contigs.

### Comparative analysis and functional annotation of rose flower miRNAs

The scheme used to develop functional annotation for roses is depicted in Figure 1. We downloaded genes for three sequenced Rosaceae genomes (apple, strawberry, and peach) [7] and grape [33] to compare to rose unigenes. We annotated rose unigenes (including contigs, un-assembled singlets, and un-clustered singlets) and other protein-coding genes by implementing BLASTx against non-redundant (NR)-protein and *Arabidopsis* protein sequences. We found that 51%, 61%, 58%, and 51% of unigenes aligned to known and/or hypothetical proteins for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively (Table 2). Although rose unigenes were annotated at a lower level than those of related species, (i.e. 81%, 71%, 91%, and 89% of genes were annotated for apple, strawberry, peach, and grape, respectively), approximately 64-77% of rose contigs were annotated. Using Pfam, we identified 2,262, 2,315, 2,383, and 2,369 distinct domains within the ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’ unigenes, respectively (Table 2). These numbers are slightly less than the numbers of domains identified in apple (3,311), strawberry (3,333), peach (3,297), and grape (3,305) genes (Table 2). The reason why smaller numbers of domains were identified in *Rosa* is probably due to the fact that the genes which contain unidentified domains were expressed at lower levels in rose flowers or only expressed in non-flower tissues.

**Table 2:** Gene and unigene annotations for rose and related species

	**V**	**M**	**S**	**H**	**Apple**	**Strawberry**	**Peach**	**Grape**
**Gene/unigene**	35,657	31,434	34,725	39,722	63,541	34,809	28,702	26,346
**BLAST match**^**a**^	18,414	19,214	20,264	20,349	51,525	24,764	26,163	26,346
**Contigs**	9,062	9,425	9,395	9,816				
**Singlets**	9,352	9,699	10,869	10,533				
**Domains**^**b**^								
**Total**	10,646	11,353	11,642	11,265	72,220	36,042	37,433	32,566
**Distinct**	2,262	2,315	2,383	2,369	3,311	3,333	3,297	3,305

^a ^The number of gene or unigene annotated by BLAST search against NR database with expect value (e-value) lower than 1e^-10^.

^b ^Number of domain identified by implementing Pfam. Abbreviations: V: ‘Vital’; M: ‘Maroussia’; S: ‘Sympathy’; H: ‘Haedang’.

To identify functional and evolutional relationships, we analyzed orthologs and paralogs of 294,936 gene/unigenes from 4 *Rosa*, apple, strawberry, peach and grape, by implementing orthoMCL [34]. We found that 242,234 genes were clustered into 39,447 gene families, suggesting that 82.13% of total genes or unigenes have similarity among species (Figure 2A). Approximately 23% of the 39,447 gene families were homologous to *Arabidopsis* gene families in The Arabidopsis Information Resource (TAIR) database. The TAIR provides 996 gene families and 8,331 genes, covering 32.16% of *Arabidopsis* genes [35]. Gene family comparisons provide the number of conserved and shared genes in plants available in the rose database and the number of species-specific gene families for each species (Figure 2B). On the whole, 4,881 gene families corresponding to 75,314 genes were conserved in 8 plants analyzed in this study (Figure 2B), and 592 gene families corresponding to 7,451 genes were common to all Rosaceae species, indicating that conserved functions were specific to Rosaceae (Figure 2B). In rose, 1,484 gene families with 6,808 genes were common to 4 *Rosa* and were not conserved in fruit-bearing Rosaceae species (Figure 2B). Additionally, 396, 107, 121, and 442 gene families were specific to Vital, Maroussia, Sympathy, and Haedang, respectively (Figure 2B). Of the species-specific gene families, only 3-6% was annotated based on homology to *Arabidopsis* gene families, suggesting these may be the gene families evolved within each rose.

**Figure 2:**
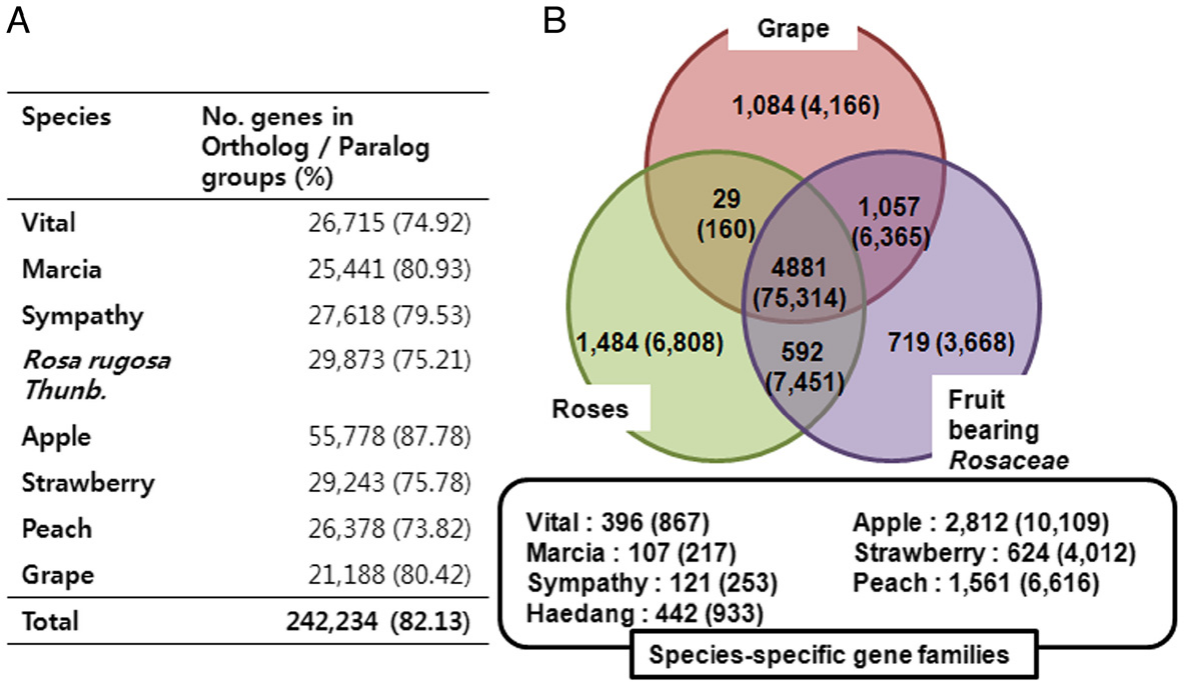
**Comparative analysis of *Rosa *gene families with genome sequenced Rosaceae (apple, strawberry, and peach) and grape.** Distribution of orthologous and paralogous gene families, including *Rosa *and apple, strawberry, peach and grape, were analyzed by OrthoMCL [34]. **A**. A total of 294,936 sequences from the eight different organisms were clustered into 242,234 (82.13%) families and singletons using OrthoMCL. **B**. Numbers of families and genes (in parenthesis) presented in each organism combination are given in the individual sections. 4,881 families (with 75,314 genes) were common to all species analyzed in this study, 592 families (with 7,451 genes) were shared in Rosaceae group. 6,808 were clustered in rose specific group with a total of 1,484 families. The species-specific gene families denote genes clustered within singe organisms.

### miRNA analysis

We sequenced flower small RNA (sRNA) sequences for roses using the Illumina GAIIx platform and generated an average of 9,958,816 sRNAs per rose (Table 3). 

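Small RNA of rose flowers was sequenced from 4 roses: the hybrid cultivars Vital (red), Maroussia (white) and Sympathy (red), and Haedang, the pink Rosa rugosa Thunb. Each rose had 1 library and no replicate, so a difference between 2 roses cannot be set against the spread between flowers or plants of the same rose. The paper states that the hybrid cultivars were bought from a farm and that Haedang came from natural habitats, all at various stages. The growing site of Haedang therefore cannot be told apart from its species. The authors removed adaptors and poor reads, sequences under 18 nt or with ambiguous bases, and sequences aligned to rRNA, tRNA, snRNA and snoRNA, and deposited the read count of each distinct sequence of 18 to 26 nt. These counts sum to 5400748 reads in Vital, 6498879 in Maroussia, 6456832 in Sympathy and 6930547 in Haedang, and they are the depth behind every value given for the small RNAs; Table 3 also lists the larger totals before pre-processing. In the sample labels, Maroussia is spelled in other ways and 1 library has the name Simpas, which was taken as Sympathy because it is the name left once the other 3 roses are matched. The authors also deposited a table of normalized values for 330 miRNA lines, in which a sequence has a line for each locus. These lines hold 267 distinct sequences (tags). The reads of each tag were counted again in the library files and equalled the raw reads of Additional file 2 on all 330 lines in each rose. Levels are given as reads per 1000000 miRNA reads (RPM), with the reads of the 267 tags as the total, which were 388802 in Vital, 491307 in Maroussia, 406561 in Sympathy and 311518 in Haedang, or 7.20%, 7.56%, 6.30% and 4.49% of the library. A count of 0 allows a level of up to 3 reads, which is 7.72, 6.11, 7.38 and 9.63 RPM in the same order. Enrichment was tested with the exact test of Audic and Claverie on the reads of 1 rose against the other 3 pooled, one-sided, at p under 0.001. This test compares libraries, not roses, and intervals cover counting error only, since reads copied by PCR without molecular identifiers are not independent molecules.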

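Most of the different small RNA sequences in each flower library were read a single time. The number of distinct sequences was 2097062 in Vital, 2338032 in Maroussia, 2439306 in Sympathy and 2824442 in Haedang. Sequences with 1 read made up 79.8%, 78.2%, 78.7% and 78.5% of them, but 31.0%, 28.1%, 29.7% and 32.0% of the reads. The 4 numbers sum to 9698842, and since a sequence can occur in several roses, 8341253 different sequences were found over the 4 libraries. Of these, 88.3% occurred in 1 library and 76655 (0.919%) in all 4, and the latter held 29.5% of the reads of Vital, 32.2% of Maroussia, 26.3% of Sympathy and 26.9% of Haedang.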

After pre-processing, 9,698,841 (94.18 %) unique sRNA sequences, with 18–26 nucleotides (nt) in length, were remained for mapping. 

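The 24 nt class, which in plants holds mainly the small interfering RNAs of transposons and repeats, was the largest in every rose, and the 21 nt class, to which most miRNAs belong, came next. The 24 nt class made up 56.5% of the reads in Vital, 52.7% in Maroussia, 56.9% in Sympathy and 65.1% in Haedang. The 21 nt class made up 24.2%, 26.7%, 22.7% and 15.9%. The 22 nt class held 8.00%, 7.20% and 8.04% of the reads in Vital, Maroussia and Sympathy and was the third there, above the 23 nt class, which held 4.94% in Maroussia and 4.84% in Sympathy. In Haedang the 23 nt class held 7.18% (95% Clopper-Pearson interval 7.16 to 7.20) and the 22 nt class 6.04% (6.02 to 6.06). Counted by distinct sequences instead of reads, the 23 nt class was above the 22 nt class in all 4 roses.

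**Figure D1:**
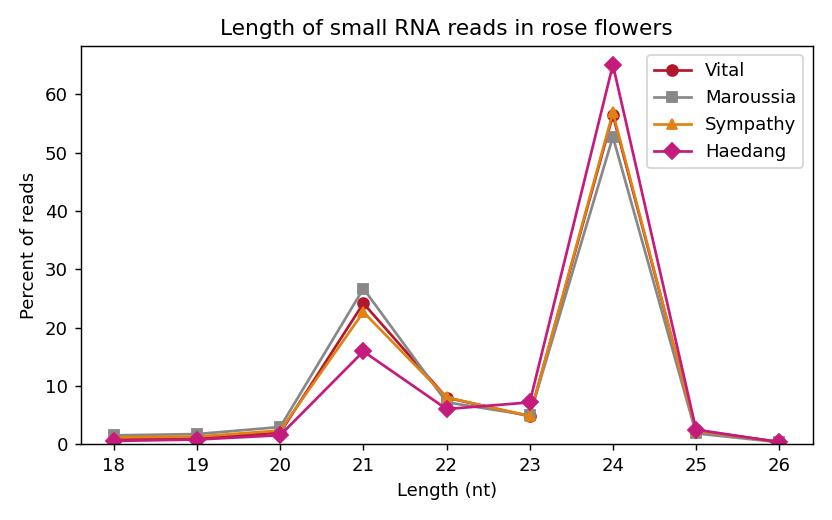
Percent of the reads of each library (vertical axis) at each length from 18 to 26 nt (horizontal axis), 1 line for each of the 4 roses, 1 library each. Every line peaks at 24 nt and has a lower peak at 21 nt; the line of Haedang reaches 65.1% at 24 nt and 15.9% at 21 nt.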

The sRNAs were dominantly 24nt, 21nt, and 22nt in length, whose production relied on DCL3, DCL4 and DCL2, respectively (Additional file 1). [36], as previously observed in other plant species [37,38]. In order to distinguish miRNAs from all other sRNAs, we predicted secondary structures of miRNAs by mapping 9.6 million sRNA sequences to the strawberry genome because there is no genome available for rose. 3,090,334 (31.86%) sRNA tags were perfectly mapped to the strawberry genome after discarding sRNAs that are aligned to more than 10 loci in the strawberry genome. We predicted secondary structures using RNAfold, and the sequences used for this prediction were 500 bp marginal sequences from mapped sRNA. We validated miRNAs which meet the criterion of plant miRNA annotation [39]. Finally, we predicted 122, 125, 125, and 120 known and novel miRNAs for Vital, Maroussia, Sympathy, and Haedang, respectively (Table 3, Additional file 2). Among them, 21, 23, 21 and 20 miRNAs were novel miRNAs for Vital, Maroussia, Sympathy, and Haedang, respectively. 

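The tags found by mapping to the strawberry genome comprise 105 distinct sequences of known miRNA families and 25 of Ng groups, which are not in miRBase. Of the 105 known sequences, 101 had at least 1 read in Vital, 102 in Maroussia, 104 in Sympathy and 100 in Haedang. They carried most of the miRNA reads, with 90.8%, 89.3%, 89.5% and 84.5% in the same order. With a minimum of 10 reads, 90, 93, 87 and 87 of the known sequences remained.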

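Among the 25 Ng sequences, counted as exact matches, the Ng4 family had the most reads in Vital, Maroussia and Haedang and the Ng8 tag in Sympathy. The Ng4 family had 3396 reads in Vital, 8118 in Maroussia, 4909 in Sympathy and 5038 in Haedang. The Ng11 family was highest in Vital, with 7027 RPM against 2105, 1864 and 2921 in Maroussia, Sympathy and Haedang. The Ng5 family was highest in Haedang, at 13945 RPM against 3629 in Vital, 2333 in Maroussia and 2563 in Sympathy, and the exact Ng8 tag had 3 reads there against 1646, 3661 and 5317. All reads that open with the first 18 nt of the Ng8 tag were most numerous in Haedang, with 7266 against 2743, 3846 and 5485, and in Haedang nearly all of them differ from the tag after these 18 nt. Of the 25 sequences, 17 in Vital, 21 in Maroussia, 19 in Sympathy and 17 in Haedang had at least 10 reads.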

(Table 3, Additional file 2). To screen additional conserved miRNAs from unmapped sRNAs, we aligned the rose sRNAs to conserved miRNAs from the miRBase [30] (Figure 1). 

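The search by homology to miRBase lists 137 distinct sequences, many of which differ from a more abundant tag by a single base. Over all 267 tags, 59, all from this search, lie within 1 substitution of a listed tag with at least 100 times their reads, 45 of them beside miR159 itself and 7 beside miR535. The reads of the 45 tags together amounted to 2.99% of those of miR159 in Vital, 2.11% in Maroussia, 2.54% in Sympathy and 2.58% in Haedang. The homology tags carried 6.41%, 7.44%, 7.18% and 11.6% of the miRNA reads. Haedang had reads for 128 of them, and 121 had at least 10 reads there; in the other 3 roses 124, 132 and 126 had at least 10 reads.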

Using similarity search, we additionally annotated 136, 137, 137, and, 128 conserved miRNAs for Vital, Maroussia, Sympathy, and Haedang, respectively, which may be missed during the mapping to the strawberry genome due to lower sequence similarities or construction of hairpin structures (Table 3, Additional file 2). Based on above analysis, we identified 84 distinct miRNAs, including 19 novel miRNAs. 

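Grouped by the family in the name of each line, the 267 tags fall into 53 families, 16 of them Ng groups. Vital had reads for 50 of the families, Maroussia for 51, Sympathy for 49 and Haedang for 50. The families with most tags were miR159 with 57, miR396 with 19, miR167 with 16, miR482 and miR535 with 13 each, miR171 with 11, and miR319 and miR408 with 10 each. The miR396 family, which targets growth-regulating factor genes, carried 8.32% of the miRNA reads in Maroussia against 3.81%, 4.26% and 3.03% in Vital, Sympathy and Haedang.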

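Of the 267 tags, 98.9% (95% Clopper-Pearson interval 96.8 to 99.8) were 19 to 24 nt long and the remaining 3 tags were 18 nt. The 21 nt class held 190 tags (71.2%, 65.3 to 76.5), the 22 nt class 44, the 20 nt class 24, the 19 nt class 4 and the 23 nt class 2, and no tag was 24 nt long. Weighted by reads, the 21 nt tags held 96.2% of the miRNA reads in Vital, 93.0% in Maroussia, 93.2% in Sympathy and 92.7% in Haedang.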

The size distribution of sRNA showed that approximately 98% of miRNAs fell within the range of 19–24 nt, especially abundant 21 nt in length (Figure 3). In addition, 65% and 12% of the 21 nt sRNAs had 5’ uridine (U) and adenosine (A), whose characteristic depends on Dicer cleavage and Argonaute 1 and 2 (AGO1/2) association, respectively [40,41].

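A uridine stood at the 5′ end of 120 of the 186 tags of 21 nt detected in Vital (64.5%), 120 of 186 in Maroussia, 119 of 186 in Sympathy (64.0%) and 64.6% of the 181 in Haedang. Adenosine opened 12.4%, 12.4%, 12.9% and 12.7% of them. Counted by reads, tags with 5′ uridine held 95.1% in Vital, 91.1% in Maroussia, 95.2% in Sympathy and 96.1% in Haedang. Without miR159, the most abundant tag, these shares were 85.8%, 78.0%, 85.9% and 91.0%. Adenosine then held 13.0% of the reads in Maroussia against 6.98%, 7.47% and 2.41% in Vital, Sympathy and Haedang. With 181 to 186 tags per rose, the 95% Clopper-Pearson interval of the share with uridine was 57.2 to 71.4 in Vital.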

**Table 3:** miRNA distribution

	**V**	**M**	**S**	**H**	
Total sRNA No.	7,440,941	11,814,817	9,210,732	11,368,773	
Trimmed sRNAs	7,339,459	11,646,177	9,049,517	11,201,170	
Unique sRNAs	2,231,008	2,520,957	2,590,637	2,955,175	
**Preprocessing**					
tRNAs	12,638	14,647	11,942	12,925	
rRNAs	50,020	70,718	49,317	56,084	
other RNAs	1,552	2,123	1,774	1,518	
Masking	2,166,798	2,433,469	2,527,604	2,884,648	
18nt to 26nt unique sRNAs after pre-processing	2,097,062	2,338,032	2,439,306	2,824,442	
18nt to 26nt total sRNAs after pre-processing	5,400,748	6,498,879	6,456,832	6,930,547	
**Total identified miRNAs**					**Total**
sRNA align to strawberry genome	754,825	919,179	815,779	600,561	
Total predicted miRNAs (Unique)	183 (122)	186 (125)	186 (125)	179 (120)	192 (130)
Conserved miRNAs in miRBase (Unique)	155 (101)	155 (102)	158 (104)	154 (100)	159 (105)
Novel miRNAs (Unique)	28 (21)	31 (23)	28 (21)	25 (20)	33(25)
Found by homology search with miRBase ^a^	136	137	137	128	137
Total miRNA groups (Major)	78 (40)	82 (42)	80 (40)	75 (41)	84 (53)
Conserved miRNA groups (Major)	63 (27)	65 (28)	65 (28)	61 (28)	65 (37)
Novel miRNA groups (Major)	15 (13)	17 (14)	15 (12)	14 (13)	19 (16)

^a ^The number of miRNAs searched by BLAST against known miRNAs in the miRBase [86]. Abbreviations: V: ‘Vital’; M: ‘Maroussia’; S: ‘Sympathy’; H: ‘Haedang’.

**Figure 3:**
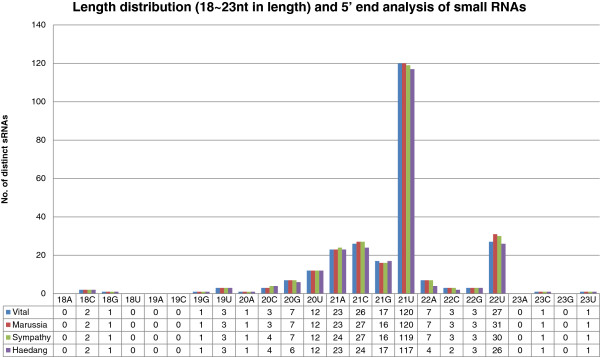
**miRNA length and first nucleotide distribution Highly abundant sRNA tags were identified/filtered according to their read length and first nucleotide. **Canonical miRNAs were 21 nt in length and began with a Uridine (U) [40].

### Conserved miRNAs in four roses and Rosaceae

We investigated conservation and/or variation of miRNAs in rose flowers by analyzing the presence or absence of miRNA tags among four *Rosa* cultivars (Figure 4A). The miRNA tags denote individual miRNA with sequence redundancies. We found that two miRNA tags are uniquely expressed in Maroussia and Haedang, respectively. 

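Reads in a single rose were found for 3 distinct tags, all of Ng groups. The Ng17 tag UUUUUGAUGGCUGGAAUCCAGU had 46 reads in Maroussia and none in the other roses. In Haedang, the Ng2 tag UCAAAUAAUUCAACCACCUUA had 252 reads, 105 times the level of 3 reads in Vital (lower end of the 95% interval 84.6), and the Ng7 tag ACAAGUCGUCCUUGGUUCACC had 63 reads. A form of the Ng2 tag with 1 substitution (A4G, counted from the 5′ end), which is not listed, had reads in every rose. These were 84 in Vital, 612 in Maroussia, 71 in Sympathy and 6573 in Haedang, so only the exact Ng2 sequence was confined to Haedang. The Ng17 tag has 2 lines in Additional file 2, 1 for each locus, so that the lines found in 1 rose number 4. No tag was confined to Vital or to Sympathy.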

Most (297 miRNAs, 90%) of the miRNAs were conserved in the four Rosa cultivars (Figure 4A). 

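Of the 267 distinct tags, 238 (89.1%) had at least 1 read in every rose; counted by lines, these are 297 of 330. The largest set of the others, 16 tags, was found in the 3 hybrid cultivars and not in Haedang. It contained tags listed under miR408, a family that regulates copper proteins such as plantacyanin. Which of the listed miR408 tags act on such targets was not tested. The tag ACAGGGACGAGGUAGAGCAUG had 2589 reads in Vital, 16130 in Maroussia, 2564 in Sympathy and 0 in Haedang. Maroussia was thus at least 3409-fold above the level of 3 reads in Haedang. The tags CAGGGACGAGGUAGAGCAUGG and ACAGGGACGAGGUAGAGCAUGU of the same family had 606, 2782, 1465 and 0 reads, and 34, 209, 35 and 0. The phosphate-related miR399 tag UGCCAAAGGAGAUUUGCUCGG had 213, 7, 4 and 0 reads, the miR827 tag UUAGAUGACCAUCAACGAACA 148, 139, 62 and 0, and the miR477 tag UAACUCUCCCUCAAGAGCUUCU 2, 13, 122 and 0. Sequences with 1 substitution from some of these tags were present in Haedang, such as U13C, counted from the 5′ end, of the first miR408 tag with 197 reads, which had 434 reads in Vital beside the tag itself. At a minimum of 3 reads in each rose, 226 tags were found in all 4, and at 10 reads 68.9%.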

We also analyzed miRNAs conserved in Rosaceae. For this analysis, we retrieved sRNA sequences from Gene Expression Omnibus (GEO) database for strawberry (GSE34813), peach (GSE18764), and apple (GSE36065). miRNAs from these species were re-analyzed according to our pipeline (Additional file 3). As a result, a total of 123 miRNAs were conserved among Rosaceae. Among them, 13, 7, 12 and 7 miRNAs were uniquely expressed in rose, strawberry, peach and apple, respectively (Figure 4B). Thirty miRNAs were conserved in all Rosaceae (Figure 4B). Strawberry has the largest number of miRNAs (17) conserved in *Rosa* flower, comparing to those in peach (2) and apple (7) (Figure 4B), which suggest that strawberry is the most closely related species of *Rosa*.

**Figure 4:**
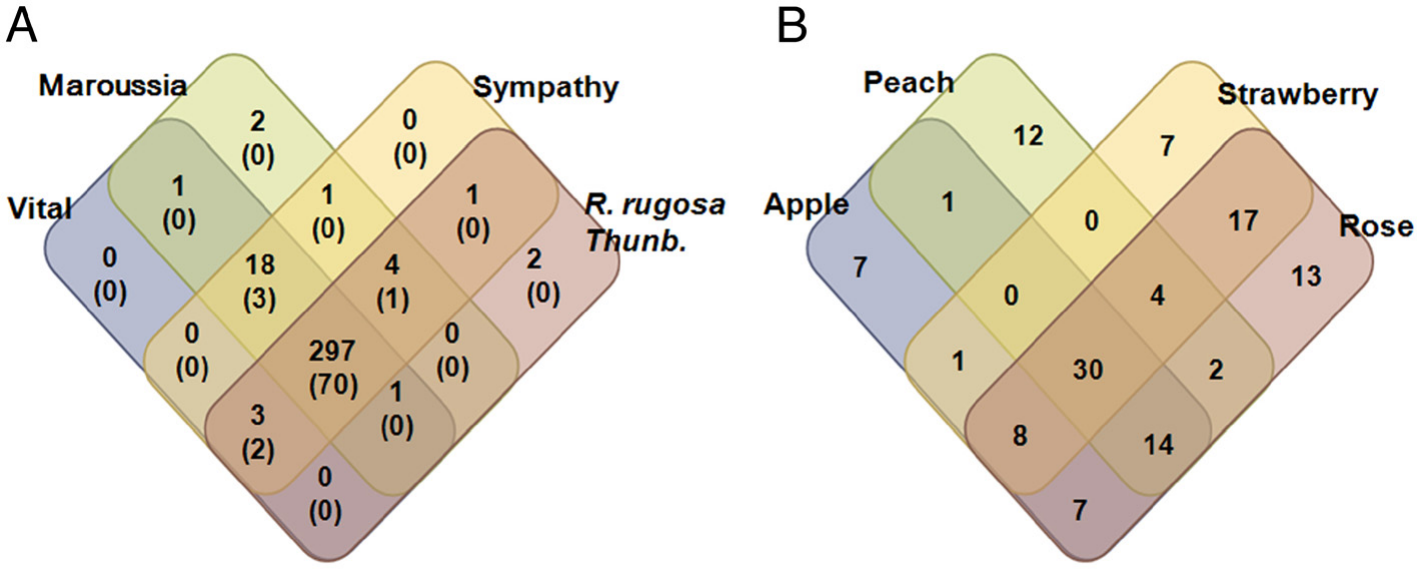
**Venn diagram showing unique and shared miRNA families. A**. Distribution of miRNA tags in the four rose cultivars (Vital, Maroussia, Sympathy, and Haedang). **B**. Distribution of miRNA tags in Rosaceae plants. The numbers of miRNA tags present in each organism combination were given in the individual sections. Venn diagram represents conservation and/or variation of miRNA tags in rose flowers by the presence or absence of miRNA tags among the four rose cultivars (A) or among Rosaceae species (B).

### Regulatory roles of conserved miRNAs in Rosa

Plant miRNAs are negative regulators of gene expression, and thus, play essential roles in developmental patterning [22]. Therefore, we hypothesized that the conserved miRNAs in four *Rosa* cultivars may have evolutionally conserved functions. To address this hypothesis, we analyzed conserved miRNAs whose target genes were commonly identified in *Rosa*, and miRNAs with higher reads were representatively shown (Table 4). 

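The miRNAs of Table 4 were detected in every rose, and each rose had its own leading ones. Levels are in RPM. Vital was highest in miR172, which targets AP2-like floral genes, at 4979 against 2786 in Maroussia, 4022 in Sympathy and 2000 in Haedang, and in miR164b, which targets NAC genes of organ boundaries, at 3110 against 2373, 1754 and 2042. Maroussia was highest in miR394 at 4582 against 437 in Vital, 1705 in Sympathy and 860 in Haedang, in miR319a, a regulator of TCP genes, at 2274 against 754, 1466 and 1438, and in miR396 at 42232 against 20200, 23217 and 17171. Sympathy was highest in miR160, which targets auxin response factors, at 4049 against 1312, 1504 and 2173. Haedang was highest in miR156a, which targets SPL genes, at 10041 against 2677 in Vital (95% Poisson interval 2517 to 2845), 3788 and 6412. The tag miR168, which targets AGO1, had only 30 reads in Vital and 31 in Sympathy against 145 in Maroussia and 85 in Haedang. The rose with the highest level changed for miR482b and miR530a when levels were scaled to all reads of the library, from Haedang to Maroussia and to Vital.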

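The tags Ng3 and Ng11, which are not in miRBase, were among the less abundant of this set. Ng3, UCUAAGAAACAUUCCUUGAUG, had 139 reads in Vital, 391 in Maroussia, 147 in Sympathy and 67 in Haedang, and passed the enrichment test in Maroussia. Ng11, GUGGAGUUCUGGGAAAGAAG, had 38, 8, 2 and 6 reads and passed it in Vital. Fewer than 10 reads in the other 3 roses leave the ratios of Ng11 between them open.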

With these criteria, we selected fifteen miRNA families, two of which were novel. These miRNAs may have conserved function, but it is necessary to experimentally validate whether these miRNAs actually regulate computationally predicted target genes. For the target validation, we selected 7 miRNA families and 15 target genes whose penalty score were four or less (Additional file 4). In the specific circumstance where the expression of a miRNA target gene is regulated through miRNA-directed cleavage mechanism, 5′ RNA ligase-mediated-rapid amplification of cDNA ends (5′ RLM-RACE) is generally employed to confirm such targeting. Therefore, it is necessary to experimentally validate whether computationally predicted targets are actually regulated by miRNAs by means of miRNA-directed cleavage of these targets because plant miRNAs regulate their target genes mainly by cleaving them [42,43]. Therefore, we isolated total RNAs from four *Rosa* cultivars and performed 5' RLM-RACE for squamosa-promoter binding protein (SBP), MYB, APETELA2 (AP2), no apical meristem (NAC), F-BOX, and auxin response factor (ARF). As a result, nine target genes of seven miRNAs were successfully validated (Figure 5). The target gene, SBP transcription factor, was validated to be target of miR156/157 families in three *Rosa* cultivars (Maroussia, Sympathy and Haedang). We observed that the SBP transcription factor was targeted both by miR156 and miR157 families in ‘Sympathy’, whereas other SBP transcription factors were targeted only by miR156 family in Haedang and ‘Maroussia’ (Figure 5A). miR156 and miR157 in plants have been grouped in one miRNA family due to their high degree of sequence similarity and their conserved target, the SBP transcription factors [22]. Additionally, for other miRNAs (miR159, miR172, miR164, miR394, and miR160 families), we confirmed miRNA-directed cleavage in one or two *Rosa* cultivars (Figure 5B-F). Considering the function of target genes, most of targets validated in 5' RLM-RACE assay were transcription factors such as SBP, MYB, AP2, ARF, and NAC transcription factors (Table 4, Figure 5), indicating that these conserved miRNAs in Rosa may have important roles in flower development.

**Table 4:** Representative targets of conserved miRNA in four roses

**miRNA**	**Sequence (5′-3′)**	**V**^**a**^	**M**^**a**^	**S**^**a**^	**H**^**a**^	**Target (UniGene)**^**b**^	PS*	**Annotation**
miR156a ^c^	UGACAGAAGAGAGUGAGCUC	1,393	1,861	2,755	3,616	H_CL12502Contig1 ^d^	2	squamosa promoter-binding-like protein
						M_CL3280Contig1 ^d^	2	squamosa promoter-binding-like protein
						S_FJZMSUQ02I0U8Q ^d^	2	squamosa promoter-binding-like protein
						V_CL1436Contig1	2	squamosa promoter-binding-like protein
miR159 ^c^	UUUGGAUUGAAGGGAGCUCUA	327,436	271,208	264,412	187,579	H_F09TDQC01DKJVB	4	U-box domain-containing protein
						M_FJZMSUQ02JDPLW ^d^	3.5	r2r3-myb transcription factor
						S_FJZMSUQ02FP8OE	4	U-box domain-containing protein
						V_F1XUE2F01EH5K8 ^d^	3.5	r2r3-myb transcription factor
miR160 ^c^	UGCCUGGCUCCCUGUAUGCCA	682	739	1,739	783	H_F1XUE2F01ECCC8	0.5	putative auxin response factor ARF16
						M_FJZMSUQ02HS2DI	0.5	putative auxin response factor ARF16
						S_FJZMSUQ02JJQL0 ^d^	0.5	putative auxin response factor ARF16
miR164b ^c^	UGGAGAAGCAGGGCACGUGCA	1,618	1,166	753	735	H_F1XUE2F01CXKY2 ^d^	3	NAC domain protein
						M_CL5581Contig1	2.5	NAC domain protein
						V_CL3217Contig1	2.5	NAC domain protein
miR167c ^c^	UGAAGCUGCCAGCAUGAUCUC	19,155	21,149	28,997	17,491	H_CL5998Contig1	4	ARF domain class transcription factor
						M_CL367Contig1	4	ARF domain class transcription factor
						S_CL788Contig1	4	ARF domain class transcription factor
						V_F1XUE2F01AFQWV	4	ARF domain class transcription factor
miR168 ^c^	UCGCUUGGUGCAGGUCGGGAA	40	145	33	98	H_F09TDQC01CTD5O	3.5	argonaute protein group
						M_CL4618Contig1	0.5	argonaute protein group
miR172 ^c^	GGAAUCUUGAUGAUGCUGCAG	2,590	1,369	1,728	720	H_CL8041Contig1	1	AP2 domain class transcription factor
						S_CL1813Contig1 ^d^	1	AP2 domain class transcription factor
						V_CL10861Contig1	1	AP2 domain class transcription factor
miR319a ^c^	UUGGACUGAAGGGAGCUCCC	392	1,117	630	518	H_F1XUE2F01EUODN	4	TCP domain class transcription factor
						M_CL839Contig1	3.5	TCP domain class transcription factor
						S_CL7921Contig1	4	TCP domain class transcription factor
						V_F1XUE2F01EH5K8	3	r2r3-myb transcription factor
miR394 ^c^	UUGGCAUUCUGUCCACCUCC	227	2,251	732	310	H_F1XUE2F01DV50Z ^d^	1	F-box family protein
						M_CL9289Contig1	1	F-box family protein
						S_CL298Contig1	3.5	conserved hypothetical protein
						V_CL3647Contig1	3.5	conserved hypothetical protein
miR396 ^c^	UUCCACAGCUUUCUUGAACUG	10,509	20,749	9,975	6,184	M_CL458Contig1	4	3-dehydroquinate dehydrogenase
						S_FJZMSUQ02FG68V	3.5	ATP binding protein
						V_CL7932Contig1	3	uncharacterized protein
miR482b ^c^	UCUUUCCUAUUCCUCCCAUCCC	2,150	5,734	4,173	6,112	H_F09TDQC01C8RL9	4	TIR-NBS-LRR resistance protein
						S_FJZMSUQ02IMY8Q	4	TIR-NBS-LRR resistance protein
						V_F1XUE2F01BNZWC	3	TIR-NBS-LRR resistance protein
miR530a	UGCAUUUGCACCUGCACCUCU	231	205	88	237	H_CL335Contig4	2.5	BZIP domain class transcription factor
						M_CL83Contig1	2.5	BZIP domain class transcription factor
						S_CL3168Contig1	2.5	BZIP domain class transcription factor
						V_CL1619Contig1	2.5	BZIP domain class transcription factor
miR894	CGUUUCACGUCAGGUUCACCA	494	325	736	239	H_CL672Contig1	3	E3 ubiquitin-protein ligase
						M_CL2017Contig1	3	E3 ubiquitin-protein ligase
						V_CL3434Contig1	3	E3 ubiquitin-protein ligase
Ng3 ^e^	UCUAAGAAACAUUCCUUGAUG	186	391	155	77	S_FJZMSUQ02GRX36	2	Probable disease resistance protein
						S_CL7967Contig1	2	Probable disease resistance protein
						V_CL9334Contig1	4	Probable disease resistance protein
Ng11 ^e^	GUGGAGUUCUGGGAAAGAAG	51	8	2	7	H_CL10098Contig1	3.5	Matrix metalloprotease 1
						M_CL1633Contig2	4	Acyltransferase-like protein
						S_CL7901Contig1	3.5	Metalloendoproteinase 1-like

^a^ numbers denote normalized expression value in each *Rosa*. ^b^ A single capital letter in front of the UniGene ID represent the abbreviations of Rosa. For example, “M_CL3280Contig1” is unigene in ‘Maroussia’. All abbreviations of tag (V, M, S, H) are ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively. ^c^ miRNAs identified in strawberry libraries which downloaded from GEO (Accession No. GSE34813). ^d^ target genes successfully validated using 5’RACE (Figure 5). ^e^ Novel miRNAs identified in this study.

**Figure 5:**
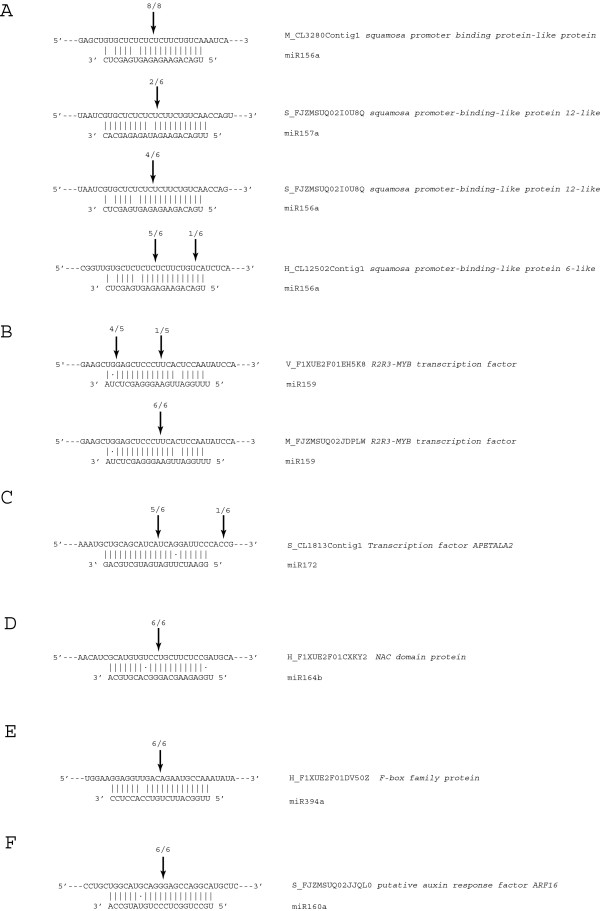
**Validation of miRNA-directed cleavage using 5’ RLM-RACE. A**-**F**. 5’ RLM-RACE PCR products terminating at a given position indicated above the each miRNA-target duplex with the frequency of clones.

### miRNAs putatively determine the colour of rose

Flavonoids synthesize diverse secondary metabolites determining flower colour such as antocyanins, flavonols, flavones and proantocyanidins. We aligned *Rosa* unigenes against *Arabidopsis* genes involved in flavonoid or carotenoid biosynthetic pathways. Subsequently, we analyzed miRNAs whose target genes are related to those pathways. We identified thirteen miRNA families putatively targeting 27 target genes (Table 5). 

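Large parts of the miRNA tags differed between the 4 flower libraries. The exact test of 1 rose against the other 3 pooled called 50 of the 267 tags higher in Vital (18.7%), 81 in Maroussia (30.3%), 63 in Sympathy (23.6%) and 80 in Haedang (30.0%). A tag of miR394 was among those of Maroussia, the miR156a tag among those of Sympathy and Haedang, and the abundant miR535 among those of Vital and Haedang. With so many reads, small differences pass the test: at a ratio of at least 2 as well, 23 tags remained in Vital, 49 in Maroussia, 35 in Sympathy and 62 in Haedang. The scale moves all tags of a library together: the median log2 ratio of a rose over the mean of the other 3, over all tags, was -0.53 in Vital, -0.09 in Maroussia, -0.17 in Sympathy and -0.05 in Haedang, and with scaling to all reads of the library -0.30, 0.24, -0.20 and -0.69. The latter scale called 66 tags higher in Vital, 101 in Maroussia, 63 in Sympathy and 57 in Haedang, which makes Haedang the lowest instead of the second highest.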

To analyze miRNAs regulating colour-related pathways, we examined miRNA enrichment in given *Rosa* with p-values less than 0.001 by applying Audic’s test (Table 5). The miRNA enrichment means that statistically over-expressed miRNA tags in a given rose cultivar comparing with miRNA tag constructed in another cultivar. 

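In Maroussia, 2 of the 13 tags of Table 5 passed the enrichment test, miR171 and miR396e. The miR171 tag UUUUUCUGAUUGAGCCGUGCC had 51 reads there against 13 in Vital, 18 in Sympathy and 5 in Haedang (p = 7.1e-08 from the exact test of Audic and Claverie), 3.10 times the level of Vital (95% interval 1.66 to 6.22). The miR845e tag had 387 reads in Maroussia, 4.86 times the level of Vital and 5.34 times that of Sympathy, but 819 reads in Haedang, so that it was not higher than the other 3 roses pooled (p = 0.906 from the same exact test). The tag miR166i had 80 reads against 79, 64 and 44, which is 0.801 times the level of Vital (0.580 to 1.11) and 1.03 times that of Sympathy (p = 0.631 from the exact test). The tag miR159e had 80 reads against 58, 50 and 44, 1.09 times the level of Vital (0.769 to 1.56; p = 0.123 from the exact test); a difference of the latter 2 tags was not detectable at this depth. The miR159e tag lies within 1 substitution of miR159 and had 0.0237% of its reads in Vital, 0.0295% in Maroussia, 0.0200% in Sympathy and 0.0271% in Haedang. Whether miR159e is a miRNA of its own was not tested.

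**Figure D2:**
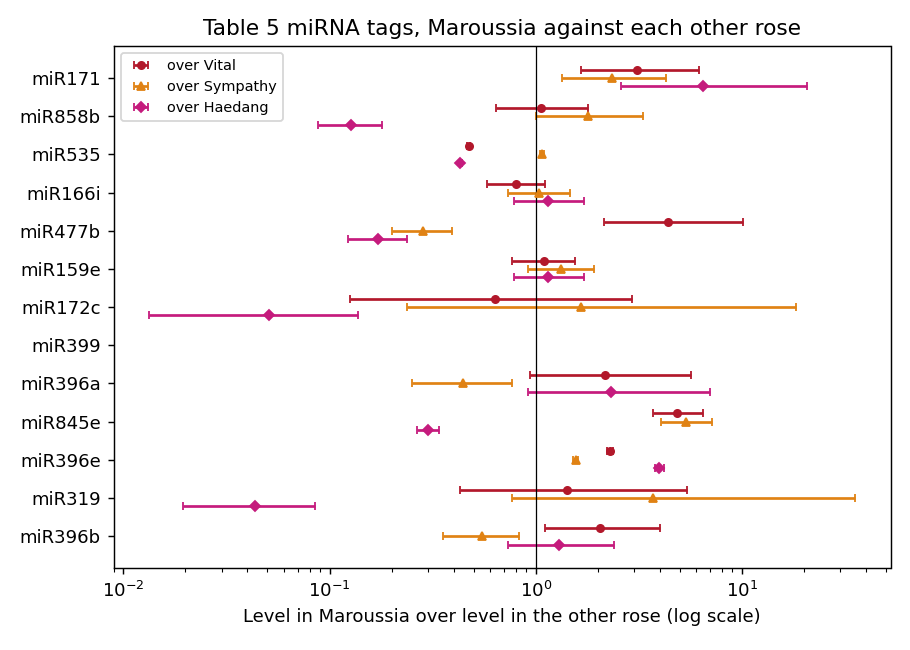
Level of each Table 5 tag in Maroussia divided by its level in Vital (circles), Sympathy (triangles) and Haedang (diamonds), on a log axis, with 95% exact intervals that cover counting error only; the line marks equal levels. Only miR171 and miR396e lie above the line against all 3 roses with their intervals, and miR399 has no point because it had 0 reads in Maroussia.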

Five of the miRNAs (miR171, miR166i, miR159e, miR845, and miR396e) were enriched in the white flowers of Maroussia. 

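The miR396e tag UUCCACAGCUUUCUUGAACUU, of the family that targets growth-regulating factor genes, had 13690 reads in Maroussia against 4715 in Vital and 7244 in Sympathy. Its level in Maroussia was 27864 RPM (95% Poisson interval 27400 to 28335) and 2.30 times that of Vital (2.22 to 2.38), 1.56 times that of Sympathy (1.52 to 1.61) and 2.26 times the mean of the other 3 roses. The tag miR396 of the same family also passed the enrichment test in Maroussia, with 20749 reads against 7854 in Vital and 9439 in Sympathy.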

Especially, miR396e, which is predicted to target Cytochrome P450 (CYP), had two fold higher read counts than other roses. CYP is an essential gene for synthesizing red colour in flowers, fruit, and epidermal tissues [44,45]. It is suggested that these miRNAs may negatively regulate target genes to prevent accumulation of carotenoids or flavonoids, resulting in white flowers. However, no target genes with penalty scores of four or less were predicted. Thus, we were not able to confirm the miRNA-directed cleavage of target genes involved in colour determination. However, among the target genes, the SPL and R2R3-MYB transcription factors, both of which are known to negatively regulate flavonoid biosynthesis, were experimentally validated to be targets of miR156 and miR159, respectively [46,47]. In addition, the target gene of miR159 was predicted only in Maroussia (white) and Haedang (pink), which indicates that the colours of the rose flowers, may be tightly regulated via complex mechanism of various miRNAs in nature (Additional file 5).

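As a list, the 13 tags of Table 5 stood near the middle of all tags in Maroussia. Their median log2 ratio of Maroussia over the mean of the other 3 roses was -0.31, at percentile 31.1 of 10000 random lists of 13 tags with matched mean expression. In Haedang, the pink rose, the median was 0.78, at percentile 96.9 (95.0 to 96.9 over the scalings, inside the range of 95% of the random lists), and it lay at percentile 44.6 in Sympathy and 11.6 in Vital, both red. With scaling to all reads of the library, the median was 0.17 in Maroussia and 0.13 in Haedang, so its sign in Maroussia depends on the scale. The paper proposes that the miRNAs it names may act against their targets so that carotenoids or flavonoids do not build up in white flowers.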

**Table 5:** miRNAs putatively targeting flavonoid biosynthetic pathway

**miRNA**	**Sequence (5'-3')**	**V**	**M**	**S**	**H**	**Target (UniGene)**	**Score**	**Annotation**
miR171	UUUUUCUGAUUGAGCCGUGCC	17	**51**	19	6	S_CL1522Contig1	5.5	Anthocyanin synthase (ANS)
miR858b	UUCGUUGUCUGUUCGACCUGA	39	39	19	**225**	M_CL545Contig1	4	HTH_MYB
miR535	UGACGAUGAGAGAGAGCACGC	**67,950**	30,364	24,750	**51,647**	S_CL160Contig1	6	Flavone synthase (FNS)
miR166i	UGAAUGUCGUCUGGUUCGAAA	**106**	**80**	68	51	S_CL5764Contig1	6	Flavonol synthase (FLS)
miR477b	ACUCUCCCUCAAGAGCUUCUAG	12	50	**154**	**213**	H_CL379Contig1	6	Dihydroflavonol-4-reductase (DFR)
miR159e	UUUGGCUUGAAGGGAGCUCUA	78	**80**	53	51	V_F1XUE2F01CHQVJ	6	Cytochrome P450
						S_CL2652Contig1	6	Cytochrome P450
miR172c	GUAGCAUCAUCAAGAUUCAC	7	4	2	**58**	H_CL3307Contig1	6	Cytochrome P450
						S_CL373Contig2	6	Cinnamate 4-hydroxylase (C4H)
						V_CL1167Contig1	6	Cinnamate 4-hydroxylase (C4H)
miR399	GGGCGUCUUUCCUUUGGCAGG	16	0	1	**42**	S_CL3909Contig1	6	Cytochrome P450
miR396a	CACAGCUUUCUUGAACUU	11	22	**43**	7	H_CL735Contig1	5.5	Chalcone and stilbene synthase
						H_F09TDQC01AFYKY	5.5	Chalcone synthase (CHS)
						M_FJZMSUQ02GLZSQ	6	Short chain alcohol dehydrogenase
						S_CL831Contig1	5.5	Chalcone and stilbene synthase
						V_CL2603Contig1	5.5	Constitutive photomorphogenic DWARF (CPD)
						V_CL3087Contig1	5	Cytochrome P450
						V_F1XUE2F01B3HEY	5	Cinnamate 4-hydroxylase (C4H)
miR845e	ACCUGGCUCUGAUACCAAUUG	84	**387**	63	**947**	H_CL735Contig1	5.5	Chalcone and stilbene synthase family protein
						S_CL831Contig1	5.5	Chalcone and stilbene synthase family protein
miR396e	UUCCACAGCUUUCUUGAACUU	6,309	**13,690**	**7,655**	2,520	H_CL11974Contig1	6	Cytochrome P450
miR319	UGGACUGAAGGGAGCUCCC	7	9	2	**151**	M_FJZMSUQ02HT34C	4.5	Cytochrome P450
miR396b	CACAGCUUUCUUGAACUG	20	39	**62**	22	S_FJZMSUQ02HBX1V	6	Cytochrome P450
						V_CL10716Contig1	6	CPD (CONSTITUTIVE PHOTOMORPHOGENIC DWARF)
						V_CL1787Contig1	6	Flavone synthase (FNS)
						V_CL2603Contig1	6	CPD (CONSTITUTIVE PHOTOMORPHOGENIC DWARF)
						V_F1XUE2F01B3HEY	6	C4H (CINNAMATE-4-HYDROXYLASE)

The bold characters denote enriched miRNA tags with less than p<0.001 by analyzing Audic’s test [88]. 

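Haedang had the largest number of enriched tags in Table 5, with 7 of 13: miR858b, miR535, miR477b, miR172c, miR399, miR845e and miR319. The miR858b tag, of a family that targets R2R3-MYB genes, had 195 reads there against 29, 39 and 18 in Vital, Maroussia and Sympathy. The miR172c tag had 50 reads against 5, 4 and 2, the miR319 tag 131 against 5, 9 and 2, and the miR399 tag 36 against 12, 0 and 1. As whole families, miR477, miR535 and miR845 were highest in Haedang, but the others were not. The miR172 family was lowest there, at 2966 RPM. The miR319 family was at 3955 RPM against 7167 in Maroussia, miR399 at 177 against 1042 in Vital, and miR858 at 1246 against 1594 in Maroussia. In Sympathy 3 tags passed the test: miR477b with 146 reads, which was higher still in Haedang, miR396a with 41 and miR396b with 59; none of the 3 was called with enrichment over each other rose as the condition, nor miR477b with a minimum ratio of 2. In Vital the test was passed by miR535, at 130617 RPM against 61802 in Maroussia and 57605 in Sympathy, although Haedang was higher, at 143411 RPM; with enrichment over each other rose as the condition, the tag was not called in Vital, and with a minimum ratio of 2 neither there nor in Haedang.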

Abbreviations: V: ‘Vital’; M: ‘Marcia’; S: ‘Sympathy’; H: ‘Haedang’.

In addition to miRNA profiles, we also analyzed differential expression of colour-related genes involved in carotenoid and flavonoid biosynthesis (Table 6). We identified 28 (with 68 reads), 15 (15), 31 (76) and 28 (100) unigenes for carotenoid biosynthesis ( Additional file 6) and 31 (96), 12 (12), 40 (232), and 38 (201) Unigenes for flavonoid biosynthesis (Additional file 7) for Vital, Maroussia, Sympathy and Haedang, respectively. Based on these data, the number of colour-related unigenes in Maroussia is lower than other roses and fruit-bearing Rosaceae. Moreover, all colour-related unigenes in Maroussia were singlets due to smaller number of sequence reads, whereas unigenes in other roses were assembled into contigs. 

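Among all tags, Maroussia was high in the miR396 and miR171 families, which belong to a group of meristem and organ development. Of the tags of Table 5 in this group, miR171 and miR396e were enriched in Maroussia, and miR166i, miR396a and miR396b were not. Of 46 tags in a group of meristem and organ boundary families, 22 were enriched in Maroussia, and the group median lay at percentile 99.99 of matched random lists; 11 of the 19 miR396 tags and 8 of the 11 miR171 tags were among them. Of 17 tags of the copper-related families miR397, miR398 and miR408, 10 were enriched in Maroussia, 1 of them within 1 substitution of the abundant miR408 tag, but the group median, at percentile 97.2 (97.2 to 99.6 over the scalings), was inside the range that holds 95% of the random lists with the main scaling and above it with the other 4. This copper group held 4.81% of the miRNA reads in Maroussia against 1.29% in Vital, 1.84% in Sympathy and 0.390% in Haedang. In Sympathy 6 of its tags were enriched, and its median lay nearly as high, at percentile 97.1 (91.3 to 98.1 over the scalings). The miR397 tag UCAUUGAGUGCAGCGUUGAUG, of a family that targets laccases, was 6.91 times the level of Vital, the rose with the next highest level (95% interval 5.12 to 9.52). The tags of miR156, miR157 and miR172, which set phase change and floral transition, were at percentile 2.30 in Maroussia (0.320 to 2.98 over the scalings, inside the range of 95% of the random lists with scaling by the median of ratios). Of the silencing machinery families miR162, miR168 and miR403, 4 of 5 tags were enriched (percentile 92.2).

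**Figure D3:**
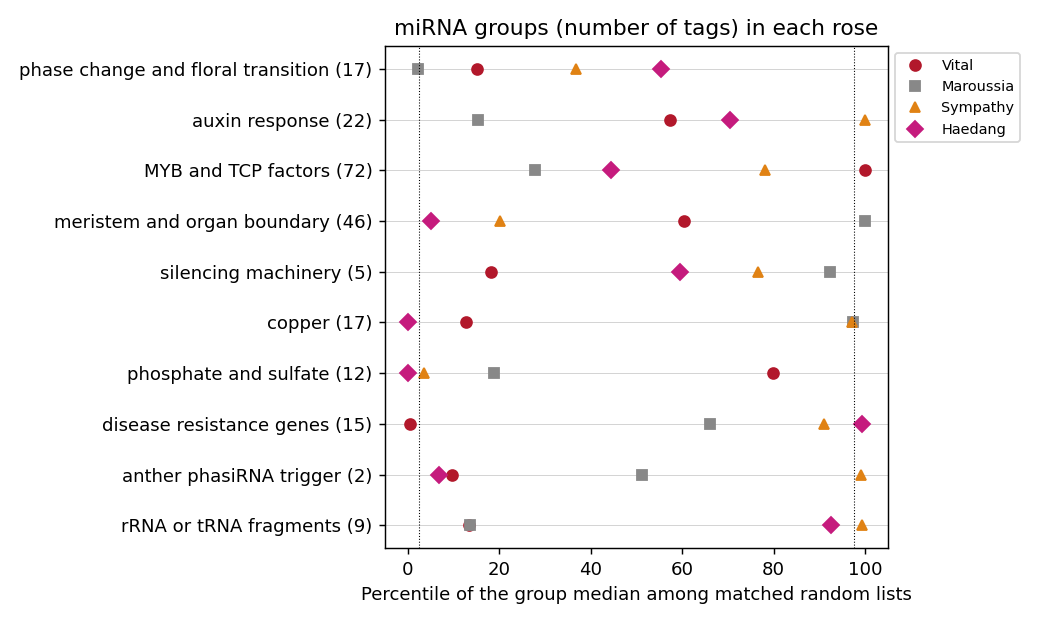
Percentile of the median log2 ratio of each miRNA group among 10000 matched random lists (horizontal axis) for each rose (symbols), with the number of tags of the group in brackets; dotted lines mark the range that holds 95% of the random lists. The meristem and organ boundary group lies at 99.99 in Maroussia.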

In summary, we found that some of the miRNAs were enriched in Maroussia, and the smaller number of sequencing reads of colour-related genes were found in Maroussia, which raises an intriguing possibility of miRNA-directed regulation of colour-related gene in Maroussia.

**Table 6:** Transcript profiles for colour-related genes

	**V**	**M**	**S**	**H**	**Apple**	**Strawberry**	**Peach**	**Grape**
**Carotenoid biosynthesis**								
**Gene/unigene**	28	15	31	28	66	35	25	30
**Number of reads**	68	15	76	100				
**Average reads per unigene**	2.4	1	2.4	3.6				
**Flavonoid biosynthesis**								
**Gene/unigene**	31	12	40	38	159	55	34	63
**Number of reads**	96	12	232	201				
**Average reads per unigene**	3.1	1	5.8	5.2				

Abbreviations: V: ‘Vital’; M: ‘Maroussia’; S: ‘Sympathy’; H: ‘Haedang’.

## Discussion

Rose breeders select roses according to particular criteria, which include cold and disease resistance, flower form, recurrent flowering, and to some degree, scent [21]. In spite of the importance of phenotypes for roses, only a few studies have addressed flower features at the molecular level. Prior to this study, only a few thousand rose unigenes had been deposited in the EST database (dbEST) at NCBI (search query: "*Rosa*"[Organism]). With the aim of providing valuable resources for molecular studies of rose flowers, we constructed the Rose transcriptome database and analyzed miRNA sequences from three *R. hybrids* (Vital, Maroussia, and Sympathy) and Haedang.

These rose cultivars were selected because of a range of structures (from a single to multiple layers of petals) and colours (from white to dark red) in their flowers (Figure 1). The database includes 35,657, 31,434, 34,725, and 39,722 unigenes for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively (Table 1), covering an average of 55.96%, 60.70%, 59.14%, and 61.57% of apple, strawberry, peach, and grape protein-coding genes, respectively. We annotated unigenes up to similar levels of related-species, especially in contigs (Table 2). However, overall numbers of identified domains were slightly lower than those identified in related species (Table 2). These domains may be expressed at lower levels in rose flowers or not expressed in flower tissues. In addition, the Rose database provides additional information for the unigenes, including gene description, domains, GO, PO, metabolic pathway, FunCat, and homologous gene families among roses, Rosaceae families (apple, strawberry, and peach) and grape (Figure 1). The sequence dataset and high-quality annotation enabled us to analyse and compare the transcripts which are specialized in rose flowers and related species.

With the help of large-scale sRNA sequencing, a large number of miRNAs have been identified, characterized, and reported [48-54]. However, these techniques are best applied to plant species whose genomes have been assembled, annotated and published (i.e., *Arabidopsis*, Rice and Grape [51,52,54]) because it is necessary to predict and construct hairpin precursors of potential miRNAs, using neighbouring genomic sequences of the mapped sRNAs to distinguish high quality miRNAs from other sRNAs [24,28]. Therefore, in the absence of the genome sequences, the strategy to identify miRNAs is limited [55,56].

In this study, we set out to identify highly qualified conserved and novel miRNAs from floriculture plants *Rosa* × *hybrida* (Vital, Maroussia, and Sympathy) and Haedang, for which genomes are not available. To predict hairpin precursors for potential miRNAs, we mapped sRNA tags to the strawberry genome, the most closely related species among genome sequenced plants, and identified mature miRNAs using modified miRDeep, a program that employs a probabilistic model of miRNA biogenesis [24,29]. Mapping sRNA to cross-species is possible because secondary structures for pre-miRNAs are highly conserved between species [22]. Identification of miRNAs by mapping of sRNA to related species has strengths in that it i) maximizes the screening of novel miRNAs in plants for which genome is not available, ii) allows identification of the conserved and novel miRNAs between related species, and iii) provides an incremental improvement in accuracy of miRNA identification by utilizing secondary structures. We might have missed some novel miRNAs that are specific to roses; however, these novel miRNAs are less likely to be important in functional studies because they are expressed at low levels and lack target-genes, whereas conserved miRNAs are usually highly expressed [23,57].

With this approach, we identified 122, 125, 125, and 120 miRNAs for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively (Table 3). Of these miRNAs, 21, 23, 21, and 20 were novel miRNAs for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haedang’, respectively (Table 3). These novel miRNAs correspond to 16–18% of the total identified miRNAs. 

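By reads, the Ng tags were a smaller part of the miRNAs than by number. They held 2.81% of the miRNA reads in Vital, 3.21% in Maroussia, 3.29% in Sympathy and 3.89% in Haedang. The Ng16 tag was among those with strong differences, with 377 reads in Vital, 404 in Maroussia, 540 in Sympathy and 24 in Haedang, and the Ng6 family was at 2235, 1036, 671 and 3544 RPM.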

We also identified 101, 102, 104, and 100 conserved miRNAs by aligning sRNA tags to known miRNAs for ‘Vital’, ‘Maroussia’, ‘Sympathy’, and ‘Haednag’, respectively (Table 3). This hybrid method maximized the identification of expressed miRNAs for rose flowers, therefore providing many miRNA candidates (Figure 1). In addition, this allows us to understand the conserved and unique regulatory processes occurring in rose flowers of different species and hybrids.

miRNA research is advancing from analysis of single tissue or species to comparison of miRNAs between species [50], varieties [58], tissues [48,51-53,59], or different development stages [54]. Today, NGS technologies allow for the comparison of miRNA profiles with statistical analysis of the redundancy of miRNA tags and enables discussion of tissue- or organ-specific miRNAs [51,52,54,58,59]. We first compared miRNA profiles among three *R. hybrida* cultivars and Haednag to analyze the conservation and variation of miRNA tags in the four roses (Figure 4). We identified miRNA tags detected in single rose cultivar, leading to specific function to *Rosa*. 

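Presence in a single rose depended on the number of reads asked for. With at least 10 reads as the condition for presence, 15 tags were found in 1 rose only. As exact matches, a pair of overlapping miR477 tags was nearly confined to Haedang: ACUCUCCCUCAAGGGCUUCUC had 71 reads there against 0 in Vital, 6 in Maroussia and 8 in Sympathy, and CUCUCCCUCAAGGGCUUCUC had 48 against 0, 0 and 4. Reads that open with the first 18 nt of the former numbered 200 in Haedang but also 83 in Vital, 53 in Maroussia and 52 in Sympathy. The miR157 tag GCUCUCUAUGCUUCUGUCAUC had 397 reads in Haedang, 56.9 times the level of Maroussia (95% interval 31.5 to 115).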

We also identified 297 conserved miRNAs in all four roses (Figure 4A), including 274 known miRNAs and 23 novel miRNAs. 

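By distinct sequence, the tags present in all 4 roses were 93 of the 105 known ones found by mapping, 127 of the 137 found by homology and 18 of the 25 of Ng groups. With at least 10 reads in each rose, these were 66, 107 and 11. Pooling all reads that open with the first 18 nt of a tag gave 215 distinct starts, of which 196 (91.2%) were present in all 4 roses.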

Among 274 conserved miRNA, 70 miRNA tags were also identified in strawberry. In addition, 30 conserved miRNAs were also conserved in all Rosaceae (Figure 4B), suggesting that Rosaceae share many conserved miRNAs between ornamental and fruit-bearing plants. Furthermore, among the conserved miRNAs, seven miRNA families were experimentally confirmed to regulate their target genes by cleavage mechanism using 5' RACE assay (Figure 5), suggesting that the conserved miRNAs identified in this study are actually functional.

Most of the target genes validated in this study were transcription factors (Figure 5A-D, F), and their mutant phenotypes were characterized in many model plants (Table 4). Over-expression of miR156 (Figure 5A) and miR159 (Figure 5B) induced delayed flowering in *Arabidopsis* by negatively regulating SPL and MYB family transcription factors genes, respectively [60,61]. The expression of miR167-resistant ARF6 (Figure 5A) leads to arrested ovule development and indehiscent anthers [62]. miR172 (Figure 5C) is crucial for development of reproductive organs and for timely termination of floral stem cells by regulating AP2 RNA stability [63]. The expression of miR172-resistant AP2 induces the formation of variable numbers of floral organs with numerous petals and lacking inner whorl organs [63,64]. miR160 regulates development by altering expression of auxin-induced genes through ARF families [65,66]. miR164 targets CUC1 and CUC2 transcripts in *Arabidopsis* and controls leaf margin development. Therefore, we assumed that the conserved miRNAs, which were experimentally validated in this study, may have important roles in floral organ identity or flower developments.

In addition, these eight miRNAs are evolutionary conserved and abundantly expressed miRNAs in roses. 

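The families miR167, miR172, miR164, miR160 and miR394 were detected in all 4 roses, at levels that spanned more than an order of magnitude. The auxin-related miR167 family held 5.09% of the miRNA reads in Vital, 5.61% in Maroussia, 9.21% in Sympathy and 6.80% in Haedang. The miR172 family held 0.554%, 0.399%, 0.493% and 0.297%, the miR164 family 0.350%, 0.274%, 0.232% and 0.339%, and the miR160 family 0.137%, 0.155%, 0.409% and 0.234%. The miR394 family, a single tag, held 0.0437%, 0.458%, 0.170% and 0.0860%.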

According to previous studies, miR156, miR159, and miR160 are evolutionary conserved in all land plants, and miR164, and miR172 are conserved in seed-bearing plants [57]. Evolutionarily conserved miRNAs in plants tend to regulate ancestral transcription factors that specify basic meristem functions, organ polarity and separation, cell division, or hormonal control (reviewed by Garcia [67]). Based on experimental validation of conserved miRNAs and the current discussions [22,23,67], we might expect that novel and un-validated miRNAs identified in this study (Table 4) possibly play important roles such as flower development or hormonal control. Our analysis suggests that the Rose database is a useful tool to search for candidate target transcripts or miRNAs that play roles in flower development in rose and for those have a variety of other specific functions.

Flower colour in most angiosperms is one of the most important targets for plant breeders and many different-coloured cultivars have been bred using natural mutants or genetically-related species. Flower colours are determined by an accumulation of secondary metabolites such as flavonoids, carotenoids, and betalains [68,69]. We examined miRNA profiles in which target genes were involved in colour-metabolite related biosynthesis pathways to gain insight into the regulation of the white flowered cultivar, Maroussia (Figure 1), which seems to be regulated by miRNAs (Table 5). We hypothesized that miRNA enrichment in Maroussia may negatively regulate the colour-related genes, leading to white colour of Maroussia. 

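Sympathy and Haedang had enriched groups of their own, and the group of Vital rested mostly on tags within 1 substitution of miR159. In Sympathy, 11 of 22 tags of the auxin-related families miR160, miR167, miR390 and miR393 were enriched (percentile 99.95), and the group held 9.66% of the miRNA reads; 4 of the 11 lie within 1 substitution of the abundant miR167c, and both miR390 tags were lowest in this rose. The same library was high in miR2275, a trigger of phased small RNAs in anthers, with 172 reads against 43 in Vital, 79 in Maroussia and 6 in Haedang (2 tags, percentile 99.0), and in miR894, which can come from rRNA or tRNA, with all 5 tags enriched; grouped with the 4 miR2911 tags, which were lower than in Maroussia and Haedang, they gave percentile 99.4. In Haedang, 10 of 15 tags of miR482 and miR2109, which target NBS-LRR disease resistance genes, were enriched (percentile 99.4), 1 of them within 1 substitution of the abundant miR2109 tag, and the group held 8.89% of the miRNA reads against 2.23% in Vital. By the group median, Haedang was low in the copper group (percentile 0.040) and in the phosphate and sulfate group (0.080). Not all tags went this way, since 3 of 17 and 3 of 12 tags were enriched there. The miR2111 family of the phosphate and sulfate group was highest in Haedang, at 639 RPM against 126 in Vital, 34.6 in Maroussia and 66.4 in Sympathy. Tags were counted as exact matches, and Haedang is a different species taken from natural habitats. Sequence differences, species and growing site therefore cannot be told apart here. In Vital, 20 of 72 tags of miR159, miR319, miR828 and miR858 were enriched (percentile 100), and 16 of these 20 lie within 1 substitution of the abundant miR159 tag. The percentile was not computed without tags of that kind. With such tags left out of the whole list, 28 tags were enriched in Vital. By ratio over the next highest rose, UGACAAUGAGAGAGAGCACGC was 12.0 times as high in Sympathy as in Vital, and in Vital UGACGAUGAGAGAGAGCAAGC was 5.18 times the level of Haedang and UUUGGAUUGAAGGGAGCUAUA 3.55 times that of Sympathy; these 3 lie within 1 substitution of miR535 or miR159. The miR398 tag UUGUGUUCUCAGGUCACCCCUU had 142 reads in Sympathy against 0 in Vital, 11 in Maroussia and 16 in Haedang. The miR399 tag UGCCAAAGGAGAUUUGCUCGG was 38.5 times as high in Vital as in Maroussia (95% interval 18.3 to 96.8).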

Although miRNA enrichments were also observed in other *Rosa* (Vital, Sympathy, Haedang), the most interesting thing was that five miRNA tags were enriched in Maroussia. 

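Against Haedang, with 2180 reads, the miR396e tag was 3.98 times as high in Maroussia (95% interval 3.81 to 4.17), the largest of its ratios. With scaling to all reads of the library the ratio was 6.70. No tag or family among the 267 carries the name miR356.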

Especially, miR356e was expressed up to five times more than other Rosa. Thus, the function of its target, CYP, which involves catalyzing the biosynthesis of flavonoids and cyanidin (red to magenta) and delphinidin (violet to blue) [44,45], would be more negatively regulated in Maroussia, which may possibly lead to lack of colour . Unfortunately, we were not able to validate miRNA-directed cleavage of these targets due to high penalty score of the target genes (Table 5). However, we would rather expect that miRNA-directed regulation of target gene possibly lead to low read counts of target genes (i.e. low level of expression) in the transcriptome library, which makes target identification more challenging.

However, previous studies reported that two transcription factors, SPL and R2R3-MYB, both of which regulate expression of antocyanins-related genes. Moreover, over-expressed miR156 directly prevent the expression of anthocyanin biosynthetic genes (Additional file 5) by targeting SPL9, in *Arabidopsis*[47]. In this study, we identified nine miR156 members from all *Rosa* (Additional file 2), and their target genes, SPL transcription factors, were experimentally validated by 5’ RACE assay (Figure 5). 

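The miR156 family comprised 9 distinct tags, and each had reads in all 4 roses. Together they reached 8464 RPM in Vital, 8431 in Maroussia, 16812 in Sympathy and 16683 in Haedang. Of the 9 tags, 2 were enriched in Vital, 1 in Maroussia, 4 in Sympathy and 4 in Haedang. The tag UGACAGAAGAGAGUGAGCAC had 640 reads in Vital, 615 in Maroussia, 522 in Sympathy and 270 in Haedang, while UUGACAGAAGAUAGAGAGCAC had 968, 1309, 2731 and 1152.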

The miR159 were among the most frequent in our library (187,579; 271,208; 264,412 and 327,436 for ‘*R.thunb.*’, ‘Marcia’, ‘Sympathy’, and ‘Vital’, respectively) and its sequencing frequencies were 10 to 100 times more than other relatively abundant miRNA families, including miR156, miR157, and miR167 (Table 4). 

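The tag miR159, UUUGGAUUGAAGGGAGCUCUA, made up most of the miRNA reads in each rose: 62.9% in Vital (95% Clopper-Pearson interval 62.8 to 63.1), 55.2% in Maroussia, 61.5% in Sympathy and 52.1% in Haedang. Its raw reads numbered 244718, 271208, 250203 and 162256. Summed over their tags, the miR159 family had 77.7 times the reads of the miR156 family in Vital, 68.5 times in Maroussia, 38.3 times in Sympathy and 32.8 times in Haedang, and 12.9, 10.3, 6.98 and 8.04 times those of the miR167 family. Against the single tag named miR157 the ratio was 429 in Haedang and 63892 in Vital. That tag had only 4 reads in Vital, and the paper says that miR156 and miR157 were placed in 1 family. By single tags, miR159 was 235 times as abundant as miR156a in Vital and 51.9 times in Haedang.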

Along with this, it has been previously reported that differential expression of *R2R3-MYB* gene determine colour patterning in plants that are linked with anthocyanin production [70,71]. Given the fact that the miR159 is very highly expressed in *Rosa* and miR159-directed cleavage of *R2R3-MYB* gene is confirmed using 5' RACE, our results raise an intriguing possibility that miRNAs in roses may be involved in pigment synthesis pathway. In addition, miR828, and miR858, which are also involved in R2R3-MYB regulation[72] was predicted target MYB genes in Rosa (Additional file 2).

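The families miR828 and miR858, which target R2R3-MYB genes, were detected in all 4 roses at low levels. The 2 tags of miR828 had 142 reads in Vital, 155 in Maroussia, 242 in Sympathy and 62 in Haedang, and both were enriched in Sympathy. The 3 tags of miR858 had 168, 783, 181 and 388 reads, of which 676 in Maroussia were of CUCGUUGUCUGUUCGACCUUG. The levels of the 2 families lay between 199 and 1594 RPM.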

Based on the miRNA profiles (Table 5, Additional file 5) and the previous research, flower colour seems to be regulated by combinatorial mechanisms. Therefore, it is difficult to elucidate the molecular mechanism or miRNA-directed regulation of colour determinacy of *Rosa* flowers. Nevertheless, miRNA profiles give potential clues to examine the colour of *Rosa* flowers. Moreover, there are limited numbers of unigenes currently available. Therefore, we would expect to reveal more direct evidence of miRNA-mediated regulation of colour development in *Rosa* when genome resources become more available.

In addition to the miRNA profiles, we also compared the expression profiles of colour-related transcripts in *Rosa* and Rosaceae families (Table 6). It shows that Maroussia contains less number of unigenes (similar to strawberry or peach) than other *Rosa* cultivars. The higher number of colour-related gene in apple arose by current whole genome duplication [2]. In addition, the average number of reads per gene in Maroussia was also smaller than other *Rosa* cultivars because all of them were singlets (Table 6). On the whole, based on expression profiles of miRNA and the smaller number of transcripts involved in colour-metabolite related biosynthesis in Maroussia, it is possible to expect that colour-related genes are systemically repressed in Maroussia.

## Conclusions

The Rose database is the first database that allows for the comparison of transcripts and miRNAs for the flowers of *Rosa hybrida* and Haedang, containing more than 30,000 transcript sequences for each rose and more than 300 conserved and novel miRNAs with high quality annotations. These data and analysis are available at http://210.218.199.249/rose/. We identified several miRNA families that are conserved and highly expressed in four *Rosa*, including novel miRNAs. 

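The tags miR159, miR535, miR167c and miR396 were among the 5 most abundant in every rose. After miR159, the most abundant tags in Vital were miR535 with 13.1% of the miRNA reads, miR167c with 3.68%, miR396 with 2.02% and a miR171 tag, UGAUUGAGCCGUGCCAAUAUC, with 1.41%. In Maroussia, miR535 held 6.18%, miR167c 4.30%, miR396 4.22% and the miR408 tag ACAGGGACGAGGUAGAGCAUG 3.28%. In Sympathy, miR167c held 6.75%, miR535 5.76%, miR396 2.32% and miR396e 1.78%. In Haedang, miR535 held 14.3%, a miR2109 tag, UGCGAGUGUCUUCGCCUCUGA, 5.43%, miR167c 4.86% and miR396 1.72%.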

We also present preliminary data which raises intriguing possibilities of miRNA-directed regulation in the white colouration of the Maroussia flower. Our study demonstrates that the Rose database may facilitate a comprehensive understanding of rose flower development, and is a valuable genetic resource for the analysis of gene functions and regulatory pathways that determine flower phenotypes.

## Methods

### Rose flower materials and RNA preparation

The flowers of two red roses (Vital and Sympathy) and white one (Maroussia) at various developmental stages (from bud to open flower) were purchased from a rose farm located in Goyang, GyeongGi-Do province, South Korea. Flowers at various developmental stages from vegetatively propagated *R. rugosa* Thunb were collected from natural habitats.

A modified Suzuki’s method [73] was used for total RNA extraction as follows: Rose flowers were ground to a fine powder in liquid nitrogen using a mortar and pestle. The powder was transferred to a tube containing extraction buffer (100 mM Tris–HCl pH 6.8, 25 mM EDTA pH 8.0, 2% (w/v) cetyltrimethylammonium bromide, 1.4 M NaCl, 2% (w/v) polyvinyl polypyrrolidone, 7% (v/v) 2-mercaptoethanol, and 0.5 g/l spermidine trihydrochloride) pre-heated to 65°C in a powder-to-buffer ratio of 1:3 to 1:5. The sample was mixed rapidly and incubated for 5 min at 65°C then cooled to room temperature. An equal volume of chloroform was added to the homogenate followed by vortexing for 1 min. The mixture was centrifuged at 12,000 rpm for 10 min at 4°C and the upper phase was transferred to a new tube. Chloroform extraction was repeated 4–6 times until the middle layer was clear. Then, 0.6 volumes of 10 M LiCl was added to the sample before incubation at −20°C for 1 h and subsequent centrifugation at 10,000 rpm for 20 min at 4°C. Pellets were resuspended with DEPC-treated water and 1/10 volume of 3 M sodium acetate (pH 5.5) and an equal volume of isopropanol was added before centrifugation at 12,000 rpm for 30 min at 4°C. The precipitated total RNA pellet was washed with 75% ethyl alcohol, air-dried for 10 min, and dissolved in DEPC-treated water.

### Sequencing of cDNA and small RNA

A total of 2 μg of mRNA isolated from total RNA using a PolyATract® isolation system (Promega, Medison, WI, USA) was converted to cDNA using the cDNA Synthesis Kit (Stratagene, La Jolla, CA, USA). Approximately 5 μg of cDNA was sheared by neubulization to produce random 300–800 bp fragments. Oligonucleotide adaptors were ligated to the fragmented cDNA samples. Fragments were denatured to generate single-stranded DNA that was amplified by emulsion PCR for sequencing. Sequencing was performed on a 454 GS FLX system (Roche, Fresno, CA, USA) at NICEM (Seoul National University, Korea; http://nature.snu.ac.kr). The raw data submitted to NCBI under accession no. SRA049095.

Small RNA libraries were constructed as described previously [74] with some modifications. Low molecular weight RNA was isolated from 200 mg of total RNA by PEG 8000/NaCl precipitation. Small RNAs (20–30 nt) were purified from 15% denaturing PAGE gels and ligated first with the 5’ RNA adaptor and then with the 3’ RNA adaptor provided by Illumina. In each step, the ligated product was PAGE-gel purified. After first-strand synthesis and 18 cycles of PCR amplification, the product was PAGE-gel purified and submitted for sequencing on an Illumina GAIIx at MACROGEN (Seoul, Korea; http://www.macrogen.com). The raw data and miRNA profiles submitted to NCBI under accession no.GSE39882.

### Pre-processing and assembly of rose transcripts

In a pre-processing step, we masked low-complexity and poly (A/T) sequences, and removed reads less than 100 bp using the SeqClean program (downloaded from the Dana Farber Cancer Institute; http://compbio.dfci.harvard.edu/tgi/software/). For contig assembly, we clustered reads into groups using megablast with criteria of more than 30 bp alignments between reads and identities greater than 94%. We then applied CAP3 to assemble the clustered reads into contigs [32].

### Transcript annotation and comparative analysis

The overall process and integrated databases are represented in Figure 1. To analyze functional annotation for each transcript, we aligned contig and singlet sequences with a lower expect value of 1e^-10^ against plant non-redundant (NR) proteins downloaded from the NCBI database [75] and against *Arabidopsis* proteins downloaded from TAIR (ver. 10; http://www.arabidopsis.org/) [76]. Based on the *Arabidopsis* annotation, we integrated pathway information referring to KEGG [77], FunCat [78], and plant ontology (PO) [79,80]. Domains were identified with hmmPfam in the InterProScan Package [81]. Gene ontology (GO) was also analyzed based on the hmmPfam annotation. To exploit functionally related genes among related species, we downloaded protein and CDS sequences of the Rosaceae family (apple, strawberry, and peach), from GDR (http://www.rosaceae.org/, [7]), and grape, from Grape Genome Browser (http://www.genoscope.cns.fr/externe/GenomeBrowser/Vitis/, [33]), and analyzed orthologs and paralogs with OrthoMCL [34].

### miRNA analysis and miRNA target prediction

The scheme used for identifying miRNAs is presented in Figure 1. We consulted Breakfield et. al. paper for miRNA prediction [37]. To get high-quality small-RNA (sRNA) reads, we removed poor quality reads and adaptor sequences (5’-ATCTCGTATGCCGTCTTCTGCTTG-3’) using the FASTX toolkit (downloaded from http://hannonlab.cshl.edu/fastx_toolkit/download.html, [82]), from raw data (Table 3). We removed sRNA sequences shorter than 18 nt in length or containing ambiguous nucleotides. From cleaned sequences, we further removed sRNAs aligned to the non-coding RNAs (ncRNA) such as rRNAs, tRNAs, snRNAs and snoRNAs. We collected ncRNAs from Rfam [83], the Plant snoRNA Database [84], and 19,350 rRNAs from the NCBI database. tRNAs were predicted with tRNAScan-SE [85] for the strawberry reference genome. We predicted tRNAs from strawberry because it was used to predict secondary structure of miRNA. The remaining sRNAs were aligned to strawberry genomes. We used sRNAs for further analysis with following criterion 1) perfect match, 2) less than 10 locations of the strawberry genome. The secondary structures were constructed with RNAfold (for sRNAs more than 25 copy numbers). From validated sRNA sequence, we predicted proper mature-star hairpin pairing with 500 bp marginal sequence from mapped sRNAs. Among the sRNAs with the same 5’ alignments, we selected representative sRNA with maximum read. We selected the mature-star sequences within the 15 bp margin and refolded by RNAfold. We applied a modified miRDeep program to predict *Rosa* miRNAs [24] and selected valid miRNAs suitable for plant miRNA annotation [39]. We confirmed conserved miRNA by searching homologous miRNAs in miRBase (http://www.mirbase.org/, ver. 17, [86]) and grouped miRNA families. During the sRNA mapping to the strawberry genome, several putative miRNAs were removed because of lower similarity. Adding these miRNAs, we identified conserved miRNAs by aligning unmapped sRNAs to the miRNA sequences in miRBase. Target genes for miRNAs were predicted using the web-based TargetFinder program (http://carringtonlab.org/resources/targetfinder, [87]).

### miRNA target validation assays

For miRNA target validation, gene-specific 5′ RNA ligase-mediated rapid amplification of cDNA ends (5′ RLM-RACE) was performed using the GeneRacer Kit (Invitrogen). 1.5μg of total RNAs from *R. thunb*, Marcia, Sympathy and Vital were ligated to 0.25μg of the GeneRacer RNA oligo adapter (5’–CGACUGGAGCACGAGGACAC UGACAUGGACUGAAGGAGUAGAAA-3’). The combination of oligo(dT) and random hexamers were then used to prime 1^st^ strand cDNA synthesis in a reverse transcription reaction. The resulting cDNA was PCR-amplified with GeneRacer 5’ primer (5’-CGACTGGAGCACGAGGACACTGA-3’) and each respective gene-specific primer (shown in Additional file 4). The PCR product was further amplified by nested PCR using GeneRacer 5’ nested primer (5′-GGACACTGACATGGACTGAAGGAGTA-3′) and each respective gene-specific primer (shown in Additional file 4). The final PCR product was gel-purified and finally cloned into TA vector (RBC Bioscience) for sequencing.

### miRNA profile analysis

Audic’s test is statistic analysis which often applied to analyze digital gene expression profiles [88]. We applied this test to estimate miRNA profiles for each *Rosa*. Read count of each identified miRNA is normalized to the total number of miRNA read counts that are matched to the reference genome or known miRNA in each sample. The expression of miRNAs were represented by the number of reads (or redundancies) of the same miRNA tag (or sequence). We hypothesized that miRNA is likely to be specifically abundant in *Rosa*, when a miRNA tag has a large number of reads derived from a given *Rosa* cultivar as compared to another *Rosa* cultivar. We applied Audic’s test to estimate the probability of differential expression for individual miRNA between two pools (a specific *Rosa* cultivar versus other *Rosa* cultivars) of reads [88]. Details were denoted in Additional file 8 with the 2 * 2 contingency table and the probability equation for Audic’s test [88].

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JK designed the algorithm, carried out the majority of the analyses. JHP designed and performed majority of 5' RACE experiments. JYL performed the computational analysis of microRNAs. BL and JC carried out all web programming. CL, JR, WK, and HL prepared the RNA and cDNA from roses. YC and DK performed the experiments. JK, JHP, CS, and SK wrote the manuscript. CH, YN, CS, and SK supervised the project and participated in the design of the database. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 The statistics of sRNA and its distribution. Click here for file

Additional file 2 **Raw data of miRNAs identified in Vital, Maroussia, Sympathy, and Haedang. **This file provides mapped known/novel and unmapped known miRNAs. In addition, major miRNAs with miRNA/miRNA* pairs were also provided. Click here for file

Additional file 3 **The miRNA lists conserved in Rosaceae families. **miRNA libraries for strawberry, peach, apples were downloaded from GEO database and re-analyzed. Click here for file

Additional file 4 Gene-specific primers used for target validation using 5' RACE. Click here for file

Additional file 5 **Schematic diagram of flavonoid biosynthetic pathways and miRNA profiles targeting flavonoid biosynthetic genes. **Colours represent enrichment genes in specific *Rosa *measured by applying Audic’s test (p value < 0.001).* miRNA cleavage were experimentally validated (Figure 5). Click here for file

Additional file 6 Gene list involved in Carotenoid pathway. Click here for file

Additional file 7 Gene list involved in Flavonoid pathway. Click here for file

Additional file 8 The 2 * 2 contingency table and the probability equation for Audic’s test. Click here for file

## References

[B1] ShulaevVKorbanSSSosinskiBAbbottAGAldwinckleHSFoltaKMIezzoniAMainDArusPDandekarAMMultiple models for Rosaceae genomicsPlant Physiol20081473985100310.1104/pp.107.11561818487361PMC2442536

[B2] VelascoRZharkikhAAffourtitJDhingraACestaroAKalyanaramanAFontanaPBhatnagarSKTroggioMPrussDThe genome of the domesticated apple (Malus x domestica Borkh)Nat Genet2010421083383910.1038/ng.65420802477

[B3] ShulaevVSargentDJCrowhurstRNMocklerTCFolkertsODelcherALJaiswalPMockaitisKListonAManeSPThe genome of woodland strawberry (Fragaria vesca)Nat Genet201143210911610.1038/ng.74021186353PMC3326587

[B4] DebenerTMattieschLConstruction of a genetic linkage map for roses using RAPD and AFLP markersTheoret Appl Genet199999589189910.1007/s001220051310

[B5] SpillerMLindeMHibrand-Saint OyantLTsaiCJByrneDHSmuldersMJFoucherFDebenerTTowards a unified genetic map for diploid rosesTheor Appl Genet2011122348950010.1007/s00122-010-1463-x20936462

[B6] GarOSargentDJTsaiCJPlebanTShalevGByrneDHZamirDAn autotetraploid linkage map of rose (Rosa hybrida) validated using the strawberry (Fragaria vesca) genome sequencePLoS One201165e2046310.1371/journal.pone.002046321647382PMC3103584

[B7] JungSStatonMLeeTBlendaASvancaraRAbbottAMainDGDR (Genome Database for Rosaceae): integrated web-database for Rosaceae genomics and genetics dataNucleic Acids Res200836Database issueD1034D10401793205510.1093/nar/gkm803PMC2238863

[B8] FoucherFChevalierMCorreCSoufflet-FreslonVLegeaiFHibrand-Saint OyantLNew resources for studying the rose flowering processGenome/National Research Council Canada = Genome/Conseil national de recherches Canada200851108278371892353410.1139/G08-067

[B9] GutermanIShalitMMendaNPiestunDDafny-YelinMShalevGBarEDavydovOOvadisMEmanuelMRose scent: genomics approach to discovering novel floral fragrance-related genesPlant Cell200214102325233810.1105/tpc.00520712368489PMC151220

[B10] DuboisARemayARaymondOBalzergueSChauvetAMaeneMPecrixYYangSHJeauffreJThouroudeTGenomic approach to study floral development genes in Rosa spPLoS One2011612e2845510.1371/journal.pone.002845522194838PMC3237435

[B11] MahomedWBergNEST sequencing and gene expression profiling of defence-related genes from Persea americana infected with Phytophthora cinnamomiBMC plant biology20111116710.1186/1471-2229-11-16722108245PMC3233532

[B12] BlairMWFernandezACIshitaniMMoretaDSekiMAylingSShinozakiKConstruction and EST sequencing of full-length, drought stress cDNA libraries for common beans (Phaseolus vulgaris L)BMC plant biology20111117110.1186/1471-2229-11-17122118559PMC3240127

[B13] TillettRLErgulAAlbionRLSchlauchKACramerGRCushmanJCIdentification of tissue-specific, abiotic stress-responsive gene expression patterns in wine grape (Vitis vinifera L.) based on curation and mining of large-scale EST data setsBMC plant biology2011118610.1186/1471-2229-11-8621592389PMC3224124

[B14] DeveshwarPBovillWDSharmaRAbleJAKapoorSAnalysis of anther transcriptomes to identify genes contributing to meiosis and male gametophyte development in riceBMC plant biology2011117810.1186/1471-2229-11-7821554676PMC3112077

[B15] VenglatPXiangDQiuSStoneSLTibicheCCramDAlting-MeesMNowakJCloutierSDeyholosMGene expression analysis of flax seed developmentBMC plant biology2011117410.1186/1471-2229-11-7421529361PMC3107784

[B16] MondegoJMVidalROCarazzolleMFTokudaEKParizziLPCostaGGPereiraLFAndradeACColomboCAVieiraLGAn EST-based analysis identifies new genes and reveals distinctive gene expression features of Coffea arabica and Coffea canephoraBMC plant biology2011113010.1186/1471-2229-11-3021303543PMC3045888

[B17] MardisERNext-generation DNA sequencing methodsAnnu Rev Genomics Hum Genet2008938740210.1146/annurev.genom.9.081307.16435918576944

[B18] ShendureJJiHNext-generation DNA sequencingNat Biotechnol200826101135114510.1038/nbt148618846087

[B19] DroegeMHillBThe Genome Sequencer FLX System–longer reads, more applications, straight forward bioinformatics and more complete data setsJ Biotechnol20081361–23101861696710.1016/j.jbiotec.2008.03.021

[B20] KumarSBlaxterMLComparing de novo assemblers for 454 transcriptome dataBMC genomics20101157110.1186/1471-2164-11-57120950480PMC3091720

[B21] ChanneliereSRiviereSScallietGSzecsiJJullienFDolleCVergnePDumasCBendahmaneMHugueneyPAnalysis of gene expression in rose petals using expressed sequence tagsFEBS Lett20025151–335381194319010.1016/s0014-5793(02)02413-4

[B22] Jones-RhoadesMWBartelDPBartelBMicroRNAS and their regulatory roles in plantsAnnu Rev Plant Biol200657195310.1146/annurev.arplant.57.032905.10521816669754

[B23] VoinnetOOrigin, biogenesis, and activity of plant microRNAsCell2009136466968710.1016/j.cell.2009.01.04619239888

[B24] FriedlanderMRChenWAdamidiCMaaskolaJEinspanierRKnespelSRajewskyNDiscovering microRNAs from deep sequencing data using miRDeepNat Biotechnol200826440741510.1038/nbt139418392026

[B25] ZhuEZhaoFXuGHouHZhouLLiXSunZWuJmirTools: microRNA profiling and discovery based on high-throughput sequencingNucleic Acids Res201038Web Server issueW392W3972047882710.1093/nar/gkq393PMC2896132

[B26] HackenbergMRodriguez-EzpeletaNAransayAMmiRanalyzer: an update on the detection and analysis of microRNAs in high-throughput sequencing experimentsNucleic Acids Res201139Web Server issueW132W1382151563110.1093/nar/gkr247PMC3125730

[B27] WangWCLinFMChangWCLinKYHuangHDLinNSmiRExpress: analyzing high-throughput sequencing data for profiling microRNA expressionBMC Bioinforma20091032810.1186/1471-2105-10-328PMC276736919821977

[B28] YangXLiLmiRDeep-P: a computational tool for analyzing the microRNA transcriptome in plantsBioinformatics20112718261426152177530310.1093/bioinformatics/btr430

[B29] ThakurVWanchanaSXuMBruskiewichRQuickWPMosigAZhuXGCharacterization of statistical features for plant microRNA predictionBMC genomics20111210810.1186/1471-2164-12-10821324149PMC3053258

[B30] Griffiths-JonesSSainiHKvan DongenSEnrightAJmiRBase: tools for microRNA genomicsNucleic Acids Res200836Database issueD1541581799168110.1093/nar/gkm952PMC2238936

[B31] ZhangZYuJLiDLiuFZhouXWangTLingYSuZPMRD: plant microRNA databaseNucleic Acids Res201038Database issueD806811980893510.1093/nar/gkp818PMC2808885

[B32] HuangXMadanACAP3: A DNA sequence assembly programGenome Res19999986887710.1101/gr.9.9.86810508846PMC310812

[B33] JaillonOAuryJMNoelBPolicritiAClepetCCasagrandeAChoisneNAubourgSVituloNJubinCThe grapevine genome sequence suggests ancestral hexaploidization in major angiosperm phylaNature2007449716146346710.1038/nature0614817721507

[B34] LiLStoeckertCJJrRoosDSOrthoMCL: identification of ortholog groups for eukaryotic genomesGenome Res20031392178218910.1101/gr.122450312952885PMC403725

[B35] LameschPBerardiniTZLiDSwarbreckDWilksCSasidharanRMullerRDreherKAlexanderDLGarcia-HernandezMThe Arabidopsis Information Resource (TAIR): improved gene annotation and new toolsNucleic Acids Res201240Database issueD120212102214010910.1093/nar/gkr1090PMC3245047

[B36] XieZJohansenLKGustafsonAMKasschauKDLellisADZilbermanDJacobsenSECarringtonJCGenetic and functional diversification of small RNA pathways in plantsPLoS Biol200425E10410.1371/journal.pbio.002010415024409PMC350667

[B37] BreakfieldNWCorcoranDLPetrickaJJShenJSae-SeawJRubio-SomozaIWeigelDOhlerUBenfeyPNHigh-resolution experimental and computational profiling of tissue-specific known and novel miRNAs in ArabidopsisGenome Res201222116317610.1101/gr.123547.11121940835PMC3246203

[B38] BolducFHoareauCSt-PierrePPerreaultJPIn-depth sequencing of the siRNAs associated with peach latent mosaic viroid infectionBMC Mol Biol2010111610.1186/1471-2199-11-1620158907PMC2830927

[B39] MeyersBCAxtellMJBartelBBartelDPBaulcombeDBowmanJLCaoXCarringtonJCChenXGreenPJCriteria for annotation of plant MicroRNAsPlant Cell200820123186319010.1105/tpc.108.06431119074682PMC2630443

[B40] MiSCaiTHuYChenYHodgesENiFWuLLiSZhouHLongCSorting of small RNAs into Arabidopsis argonaute complexes is directed by the 5' terminal nucleotideCell2008133111612710.1016/j.cell.2008.02.03418342361PMC2981139

[B41] KimVNSorting out small RNAsCell20081331252610.1016/j.cell.2008.03.01518394983

[B42] LlaveCXieZKasschauKDCarringtonJCCleavage of Scarecrow-like mRNA targets directed by a class of Arabidopsis miRNAScience200229755892053205610.1126/science.107631112242443

[B43] Jones-RhoadesMWBartelDPComputational identification of plant MicroRNAs and their targets, including a stress-induced miRNAMolecular Cell200414678779910.1016/j.molcel.2004.05.02715200956

[B44] HatlestadGJSunnadeniyaRMAkhavanNAGonzalezAGoldmanILMcGrathJMLloydAMThe beet R locus encodes a new cytochrome P450 required for red betalain productionNat Genet201244781682010.1038/ng.229722660548

[B45] TanakaYFlower colour and cytochromes P450Phytochem Rev20065583291

[B46] DubosCStrackeRGrotewoldEWeisshaarBMartinCLepiniecLMYB transcription factors in ArabidopsisTrends Plant Sci2010151057358110.1016/j.tplants.2010.06.00520674465

[B47] GouJYFelippesFFLiuCJWeigelDWangJWNegative regulation of anthocyanin biosynthesis in Arabidopsis by a miR156-targeted SPL transcription factorPlant Cell20112341512152210.1105/tpc.111.08452521487097PMC3101539

[B48] MoxonSJingRSzittyaGSchwachFRusholme PilcherRLMoultonVDalmayTDeep sequencing of tomato short RNAs identifies microRNAs targeting genes involved in fruit ripeningGenome Res200818101602160910.1101/gr.080127.10818653800PMC2556272

[B49] FahlgrenNHowellMDKasschauKDChapmanEJSullivanCMCumbieJSGivanSALawTFGrantSRDanglJLHigh-throughput sequencing of Arabidopsis microRNAs: evidence for frequent birth and death of MIRNA genesPLoS One200722e21910.1371/journal.pone.000021917299599PMC1790633

[B50] FahlgrenNJogdeoSKasschauKDSullivanCMChapmanEJLaubingerSSmithLMDasenkoMGivanSAWeigelDMicroRNA gene evolution in Arabidopsis lyrata and Arabidopsis thalianaThe Plant cell20102241074108910.1105/tpc.110.07399920407027PMC2879733

[B51] PantaleoVSzittyaGMoxonSMiozziLMoultonVDalmayTBurgyanJIdentification of grapevine microRNAs and their targets using high-throughput sequencing and degradome analysisThe Plant journal: for cell and molecular biology20106269609762023050410.1111/j.0960-7412.2010.04208.x

[B52] YangXZhangHLiLGlobal analysis of gene-level microRNA expression in Arabidopsis using deep sequencing dataGenomics201198140462147390710.1016/j.ygeno.2011.03.011

[B53] WangCWangXKibetNKSongCZhangCLiXHanJFangJDeep sequencing of grapevine flower and berry short RNA library for discovery of novel microRNAs and validation of precise sequences of grapevine microRNAs deposited in miRBasePhysiol Plant20111431648110.1111/j.1399-3054.2011.01481.x21496033

[B54] WeiLQYanLFWangTDeep sequencing on genome-wide scale reveals the unique composition and expression patterns of microRNAs in developing pollen of Oryza sativaGenome Biol2011126R5310.1186/gb-2011-12-6-r5321679406PMC3218841

[B55] BarakatAWallKLeebens-MackJWangYJCarlsonJEDepamphilisCWLarge-scale identification of microRNAs from a basal eudicot (Eschscholzia californica) and conservation in flowering plantsThe Plant journal: for cell and molecular biology2007516991100310.1111/j.1365-313X.2007.03197.x17635767

[B56] LiHZhangZHuangFChangLMaYMicroRNA expression profiles in conventional and micropropagated strawberry (Fragaria x ananassa Duch.) plantsPlant cell reports200928689190210.1007/s00299-009-0693-319277667

[B57] CuperusJTFahlgrenNCarringtonJCEvolution and functional diversification of MIRNA genesPlant Cell201123243144210.1105/tpc.110.08278421317375PMC3077775

[B58] XuQLiuYZhuAWuXYeJYuKGuoWDengXDiscovery and comparative profiling of microRNAs in a sweet orange red-flesh mutant and its wild typeBMC genomics20101124610.1186/1471-2164-11-24620398412PMC2864249

[B59] DonaireLPedrolaLRosa RdeLLlaveCHigh-throughput sequencing of RNA silencing-associated small RNAs in olive (Olea europaea L)PLoS One2011611e2791610.1371/journal.pone.002791622140484PMC3225373

[B60] AchardPHerrABaulcombeDCHarberdNPModulation of floral development by a gibberellin-regulated microRNADevelopment2004131143357336510.1242/dev.0120615226253

[B61] SchwabRPalatnikJFRiesterMSchommerCSchmidMWeigelDSpecific effects of microRNAs on the plant transcriptomeDevelopmental cell20058451752710.1016/j.devcel.2005.01.01815809034

[B62] WuMFTianQReedJWArabidopsis microRNA167 controls patterns of ARF6 and ARF8 expression, and regulates both female and male reproductionDevelopment2006133214211421810.1242/dev.0260217021043

[B63] ChenXA microRNA as a translational repressor of APETALA2 in Arabidopsis flower developmentScience200430356662022202510.1126/science.108806012893888PMC5127708

[B64] AukermanMJSakaiHRegulation of flowering time and floral organ identity by a MicroRNA and its APETALA2-like target genesPlant Cell200315112730274110.1105/tpc.01623814555699PMC280575

[B65] MalloryACBartelDPBartelBMicroRNA-directed regulation of Arabidopsis AUXIN RESPONSE FACTOR17 is essential for proper development and modulates expression of early auxin response genesPlant Cell20051751360137510.1105/tpc.105.03171615829600PMC1091760

[B66] WangJWWangLJMaoYBCaiWJXueHWChenXYControl of root cap formation by MicroRNA-targeted auxin response factors in ArabidopsisPlant Cell20051782204221610.1105/tpc.105.03307616006581PMC1182483

[B67] GarciaDA miRacle in plant development: role of microRNAs in cell differentiation and patterningSeminars in cell & developmental biology200819658659510.1016/j.semcdb.2008.07.01318708151

[B68] NishiharaMNakatsukaTGenetic engineering of flavonoid pigments to modify flower color in floricultural plantsBiotechnol Lett201133343344110.1007/s10529-010-0461-z21053046

[B69] TanakaYSasakiNOhmiyaABiosynthesis of plant pigments: anthocyanins, betalains and carotenoidsThe Plant journal: for cell and molecular biology200854473374910.1111/j.1365-313X.2008.03447.x18476875

[B70] ChiouCYYehKWDifferential expression of MYB gene (OgMYB1) determines color patterning in floral tissue of Oncidium Gower RamseyPlant Mol Biol200866437938810.1007/s11103-007-9275-318161007

[B71] Lin-WangKBolithoKGraftonKKortsteeAKarunairetnamSMcGhieTKEspleyRVHellensRPAllanACAn R2R3 MYB transcription factor associated with regulation of the anthocyanin biosynthetic pathway in RosaceaeBMC plant biology2010105010.1186/1471-2229-10-5020302676PMC2923524

[B72] XiaRZhuHAnYQBeersEPLiuZApple miRNAs and tasiRNAs with novel regulatory networksGenome Biol2012136R4710.1186/gb-2012-13-6-r4722704043PMC3446319

[B73] SuzukiYMaeTMakinoARNA extraction from various recalcitrant plant tissues with a cethyltrimethylammonium bromide-containing buffer followed by an acid guanidium thiocyanate-phenol-chloroform treatmentBiosci Biotechnol Biochem20087271951195310.1271/bbb.8008418603812

[B74] LuCMeyersBCGreenPJConstruction of small RNA cDNA libraries for deep sequencingMethods200743211011710.1016/j.ymeth.2007.05.00217889797

[B75] PruittKDTatusovaTKlimkeWMaglottDRNCBI Reference Sequences: current status, policy and new initiativesNucleic Acids Res200937Database issueD32361892711510.1093/nar/gkn721PMC2686572

[B76] LameschPDreherKSwarbreckDSasidharanRReiserLHualaEUsing the Arabidopsis information resource (TAIR) to find information about Arabidopsis genesCurr Protoc Bioinformatics2010Chapter 1Unit1112052124310.1002/0471250953.bi0111s30

[B77] AokiKFKanehisaMUsing the KEGG database resourceCurr Protoc Bioinformatics2005Chapter 1Unit 1121842874210.1002/0471250953.bi0112s11

[B78] RueppAZollnerAMaierDAlbermannKHaniJMokrejsMTetkoIGuldenerUMannhauptGMunsterkotterMThe FunCat, a functional annotation scheme for systematic classification of proteins from whole genomesNucleic Acids Res200432185539554510.1093/nar/gkh89415486203PMC524302

[B79] JaiswalPAvrahamSIlicKKelloggEAMcCouchSPujarAReiserLRheeSYSachsMMSchaefferMPlant Ontology (PO): a Controlled Vocabulary of Plant Structures and Growth StagesComparative and functional genomics200567–83883971862920710.1002/cfg.496PMC2447502

[B80] AvrahamSTungCWIlicKJaiswalPKelloggEAMcCouchSPujarAReiserLRheeSYSachsMMThe Plant Ontology Database: a community resource for plant structure and developmental stages controlled vocabulary and annotationsNucleic Acids Res200836Database issue)D4494541819496010.1093/nar/gkm908PMC2238838

[B81] MulderNApweilerRInterPro and InterProScan: tools for protein sequence classification and comparisonMethods Mol Biol2007396597010.1007/978-1-59745-515-2_518025686

[B82] BlankenbergDGordonAVon KusterGCoraorNTaylorJNekrutenkoAManipulation of FASTQ data with GalaxyBioinformatics201026141783178510.1093/bioinformatics/btq28120562416PMC2894519

[B83] GardnerPPDaubJTateJMooreBLOsuchIHGriffiths-JonesSFinnRDNawrockiEPKolbeDLEddySRRfam: Wikipedia, clans and the "decimal" releaseNucleic Acids Res201139Database issueD1411452106280810.1093/nar/gkq1129PMC3013711

[B84] BrownJWEcheverriaMQuLHLoweTMBachellerieJPHuttenhoferAKastenmayerJPGreenPJShawPMarshallDFPlant snoRNA databaseNucleic Acids Res200331143243510.1093/nar/gkg00912520043PMC165456

[B85] SchattnerPBrooksANLoweTMThe tRNAscan-SE, snoscan and snoGPS web servers for the detection of tRNAs and snoRNAsNucleic Acids Res200533Web Server issueW6866891598056310.1093/nar/gki366PMC1160127

[B86] KozomaraAGriffiths-JonesSmiRBase: integrating microRNA annotation and deep-sequencing dataNucleic Acids Res201139Database issueD1521572103725810.1093/nar/gkq1027PMC3013655

[B87] DaiXZhaoPXpsRNATarget: a plant small RNA target analysis serverNucleic Acids Res201139Web Server issueW155W1592162295810.1093/nar/gkr319PMC3125753

[B88] AudicSClaverieJMThe significance of digital gene expression profilesGenome Res1997710986995933136910.1101/gr.7.10.986

# Supplementary material for: Small RNA and transcriptome deep sequencing proffers insight into floral gene regulation in Rosa cultivars
**Source:** BMC Genomics. 2012 Nov 21;13:657. doi: 10.1186/1471-2164-13-657
**Supplement:** Additional file 5 — Schematic diagram of flavonoid biosynthetic pathways and miRNA profiles targeting flavonoid biosynthetic genes. Colours represent enrichment genes in specific Rosa measured by applying Audic’s test (p value < 0.001).* miRNA cleavage were experimentally validated (Figure 5).

## Slide 1

Additional file 8. Schematic diagram of flavonoid biosynthetic pathways and miRNA profiles targeting flavonoid biosynthetic genes
General
phenylpropanoid
pathway
PAL
C4H
4CL
4-coumaroyl-CoA
Krebs cycle
3x malony-CoA
Naringenin chalcone
Naringenin
Dihydroflavonols
CHS
CHI
F3H
Dihydroquercetin
Cyanidin
(red to magenta)
Dihydromyricetin
Delphinidin
(violet)
Pelargonidin
(orange to red)
F3’5’H (CYP)
F3’H (CYP)
DFR
DFR
ANS
DFR
ANS
ANS
R2R3-MYB
R2R3-MYB
R2R3-MYB
SPL
Anthocyanidins
FNS
Flavones
FLS
Flavonols
V M S H
C4H
CHS
FNS
FLS
MYB*
CYP
ANS
DFR
SPL*
Enrichment color
0 50 100 500 1000 >1000

How the deposited data were processed for this re-analysis (not part of the article)

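Small RNA from flowers of 4 roses was sequenced by the authors on the Illumina GAIIx, with 1 library for each of Vital, Maroussia, Sympathy and Haedang. The authors removed adaptors and poor reads with the FASTX toolkit, whose version is not stated, and removed sequences under 18 nt, sequences with ambiguous bases, and sequences aligned to rRNA, tRNA, snRNA or snoRNA. They collapsed identical reads, and the deposited library files hold the raw read counts of each distinct sequence of 18 to 26 nt, with no mapping and no scaling. The table for the whole series holds score values, which are the normalized reads of each miRNA line, scaled and rounded to whole numbers by the authors, with Maroussia left unscaled. Its lines come from matches to the strawberry genome, RNAfold and a modified miRDeep, and from homology to miRBase 17, and a sequence has a line for each locus. The factors between these normalized values and the raw reads were 1.34 for Vital, 1 for Maroussia, 1.06 for Sympathy and 1.16 for Haedang, with 0 of 330 lines off the factor by more than rounding; the totals of the distinct tags would give 1.26, 1, 1.21 and 1.58.

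From the library files, the reads of each of the 267 distinct tags were counted as exact matches to the whole sequence. Levels were scaled to 1000000 reads of these tags, without a filter on low counts. Each rose was compared with the other 3 pooled by the one-sided exact test of Audic and Claverie at p under 0.001; the paper's methods name this test and the contrast of a rose with the other roses, and also speak of a comparison with another rose. Ratios between libraries have exact 95% intervals from the binomial distribution of the reads, levels have Poisson intervals, and shares have Clopper-Pearson intervals. For a list of tags, the median log2 ratio of a rose over the mean of the other 3, with a pseudocount of 1 RPM, was placed among 10000 random lists drawn with matched mean expression in 5 bins (seed 20120657). The random lists drew tags singly. Tags of a family can overlap in sequence, so the percentile of a group does not stand for as many independent miRNAs as it has tags. A ratio against a rose without reads was computed against 3 reads there and is a lower bound.

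The tags named one by one follow a rule set beforehand: every tag of Tables 4 and 5, every family the paper names, the 5 most abundant tags of each library, for each rose the 3 tags with the largest ratio over the highest other rose among those with at least 100 reads, every tag without reads in a rose and with at least 100 in another, and the most abundant unlisted sequence of 21, 22 and 24 nt in each library. The values of Tables 4 and 5 and of Additional file 2 had been read before this rule was set. Families and tags outside the rule, such as the Ng4, Ng5, Ng6, Ng8 and Ng16 values and the short miR477 pair, were chosen after their values were seen. The miRNA groups were lists of families set before the library files were at hand but with the values of Additional file 2, which equal the library counts, already read, and their results are given for Maroussia and for the other roses.

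The test was tried on simulated data of 267 tags over 100 draws. In each draw 20 tags were raised 2 times, 20 others 3 times and 20 others 5 times, together in the same rose. At 2 times, 71.8% of the raised tags were called in Vital, 76% in Maroussia, 69.85% in Sympathy and 66.1% in Haedang. At 3 times these were 97.7%, 98.5%, 97.85% and 96.7%, and at 5 times 100% in each rose. With no tag raised, the mean number of calls was 0.25, 0.21, 0.22 and 0.23. The standing of a list was tried in 1 draw only for each rose. A simulated list of 13 tags raised 2 times stood at percentile 98.9 in Vital, 99.8 in Maroussia, 99.5 in Sympathy and 99.8 in Haedang. An unchanged list stood at 64.5, 3.80, 2.08 and 35.9, so that the unchanged list of Sympathy lay outside the range of 95% of the random lists. Those random lists were drawn from all tags, the raised ones included. The simulation holds counting error only and no difference between flowers of a rose.

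The alternatives were other scalings (miRNA reads without miR159, all reads of the library, TMM factors, median of ratios), other contrasts (1 rose against each other rose), Fisher's exact test, Benjamini-Hochberg adjustment, a minimum ratio of 2, minimum reads, pooling of reads by the first 18 nt, and thinning to the smallest library. Scaling by the authors' factors, leaving out tags within 1 substitution of a tag with at least 100 times their reads, and leaving out Sympathy were added after the data were seen. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used, with R 4.3.3, edgeR 4.0.16 for TMM factors and DESeq2 1.42.0 for size factors. The transcriptome, the target predictions and the cleavage assays were left out because no file of the series holds them, and no match of tags to a genome was made because no genome was at hand.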

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

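The tests of the Haedang depth, of forms with 1 substitution, and of genome differences as the source of the Sympathy sequences were chosen after the results were seen, as were the use of all library reads in weighing miR159, the rule for sequences nearly confined to a library and the opening stretch of bacterial 16S rRNA; the other tests were set before their results were seen.

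Signals were present in sequences that the paper does not report, above the level that a count of 0 allows. The trans-acting small RNA tasiR-ARF, which targets auxin response factors, was at 47.6 reads per 1000000 library reads in Vital, 62.2 in Maroussia, 54.2 in Sympathy and 17.5 in Haedang. Among sequences that are not on the list of miRNA tags, and on the same scale, AGUUACUAAUUCAUGAUCUGGC reached 6007 in Maroussia, UGACUAGCAAGGAUGUACACGA 5907 in Vital, UGGAGGAACUUGAGACUUGGG 7850 in Vital, AGUGACUAGUAGACAGGAAAUGGC 1488 in Vital, AAACGAGUCUUUUGUAGAAACUGG 1340 in Maroussia and AUAUAAUUGAAGGAAUAAAGGAGC 2315 in Haedang. A sequence of 21 nt reached 12017 in Vital and 6156 in Sympathy, with 7 reads in Maroussia and 1 in Haedang, and a sequence of 24 nt reached 1048 in Vital and 971 in Sympathy, with 2 reads in Maroussia and 0 in Haedang. Reads of the opening of a bacterial 16S rRNA were at 110 in Sympathy (712 reads), with 1 read in Vital, 0 in Maroussia and 2 in Haedang.

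In Haedang, 6 tags had 0 reads although another rose had at least 100. For 4 of them, 3 overlapping forms of miR408 and a miR827 tag, the depth of the library is argued against as the cause. At the lowest level of the other 3 roses, at least 26.8 reads (95% Poisson interval 18.7 to 37.3) would have been counted in Haedang. These 4 are the tags with at least 10 reads in each other rose, a split made after the result was seen. The split itself favours a high expected number, so only the expected reads of each tag carry the argument. Depth stays open for the miR399 tag, with 3.06 reads expected in the same way (0.835 to 7.85), and the miR477 tag, with 1.60 (0.194 to 5.79). A form of the tag with 1 substitution may stand in for it in Haedang, a different species, but the form reached a median of only 0.0497 of the mean level of the tag in the other roses, and at least 0.1 of it for 2 of the 6 tags, of which the form of the miR827 tag, listed as a tag of its own, was lower in Haedang, at 119 RPM, than in Maroussia (1724) and Sympathy (1090), which hold the miR827 tag as well. Such a form cannot be told apart from a lower level of the miRNA itself, because no genome of Haedang was at hand. The differences in species and in growing site (natural habitats against a farm) stay open and untested.

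Sympathy held 376 sequences with at least 100 reads and at most 1 part in 100 of that in each other library, and 23.4% of them (95% Clopper-Pearson interval 19.2 to 28.0) were 18 to 20 nt long, against 0.244% of the 410 of Vital, 0.719% of the 139 of Maroussia and 0.664% of the 1205 of Haedang. No other library came near this share of short sequences, which argues against genome differences between the cultivars as the whole cause. Bacterial RNA in the Sympathy sample may be a part of it, given the reads of the 16S opening, but both further stretches of 16S rRNA had 0 reads there, with 1 read of the middle stretch in Maroussia, so that the test was too thin to decide. No biological explanation was tested.

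The number of enriched tags differed between the roses by a ratio of 1.62. Without miR159, which takes most of the miRNA reads, the ratio was 1.16, with 64 tags in Vital, 74 in Maroussia, 74 in Sympathy and 70 in Haedang, which by the condition written beforehand counts in favour of miR159 setting the scale; scaling to all library reads, of which miR159 is a small part, gave 66, 101, 63 and 57 and a ratio of 1.77, so that this stays open. After thinning every library to 311518 miRNA reads, the ratio was 1.70, and Haedang, with 80, had the largest number instead of Maroussia, with 75. By its own condition, also written beforehand, this change of the leading rose counts in favour of library depth; an allowance for near ties, added after the result was seen, leaves depth undecided, because 81 and 80 tags with all reads are nearly tied and the ratio did not fall. A difference between the roses themselves stays open and untested.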

How the results depend on the processing

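The alternatives named here were set before their results were seen, except leaving out near copies (tags within 1 substitution of a tag with at least 100 times their reads), scaling by the authors' factors and leaving out Sympathy, which were added afterwards. No paired analysis was possible because each rose had 1 library, and no replicate could be left out in turn. Among the main results, 22 values were weaker, 15 stronger and 37 moved, 0 reversed, and all others kept their side of the threshold, stayed within their error or, for counts, stayed within 1.5 times the main count. The standing of the 13 tags of Table 5 in Maroussia (percentile 21.0 to 47.3) was among those kept. The number of tags in all 4 roses stayed within 1.5 times as well, but at a minimum of 10 reads the share of tags in all 4 fell from 89.1% to 68.9%. The enriched tags stayed within 1.5 times with scaling to all library reads, but Haedang went from 80 to 57 and Maroussia from 81 to 101. Except where given otherwise, the cause was not tested.

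A requirement of enrichment over each of the other 3 roses left 21 tags in Vital, 47 in Maroussia, 29 in Sympathy and 53 in Haedang, and enrichment over at least 1 gave 113, 125, 124 and 121, and 5 of the Table 5 tags in Maroussia; by construction, the former asks for more and the latter for less than the pooled test. A minimum ratio of 2 left 23 in Vital, 49 in Maroussia and 35 in Sympathy, and without near copies 28 were left in Vital.

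For the miRNA groups, the calls summed over the 4 roses were, with enrichment over each of the others, 14 for auxin response, 22 for MYB and TCP factors, 24 for meristem and organ boundary, 2 for silencing, 9 for phosphate and sulfate, 11 for disease resistance and 4 for rRNA or tRNA fragments. With enrichment over at least 1 they were 34 for phase change, 37 for auxin, 95 for MYB and TCP, 86 for meristem, 12 for silencing, 44 for copper, 5 for miR2275 and 17 for rRNA or tRNA fragments. With a minimum ratio of 2 they were 12 for phase change, 14 for auxin, 19 for MYB and TCP, 4 for silencing, 9 for disease resistance and 6 for rRNA or tRNA fragments.

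At a minimum of 10 reads, 15 tags were found in 1 rose only. The 24 nt share in Vital, Maroussia, Sympathy and Haedang was 63.3%, 65.3%, 64.0% and 66.9% by distinct sequences, 54.1%, 48.2%, 54.6% and 65.3% among sequences with at least 2 reads, and 60.8%, 57.0%, 60.7% and 68.1% without the listed tags, and 0 libraries had the order 24, 21, 22 nt by distinct sequences. By reads, 95.1%, 91.1%, 95.2% and 96.1% of the 21 nt tags had 5′ uridine. The miR159 share was 61.6%, 53.7%, 58.7% and 49.1% with reads pooled by the first 18 nt, and 65.7%, 57.8%, 64.3% and 54.7% with the whole family.

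The ratio of miR396e in Maroussia to Vital was 1.90 without miR159, 2.41 with all library reads, 1.88 with TMM, 1.93 with the median of ratios and 2.16 with pooled reads, which join miR396e with miR396, since both open with the same 18 nt. To Sympathy it was 1.34, 1.88, 1.33, 1.51 and 1.75 in the same order, and to Haedang 4.26 without miR159, 6.70 with all library reads and 3.01 with pooled reads of both tags. With at least 30 reads in another rose, 16 pairs of a tag and a rose without reads of it had a form with 1 substitution above 3 reads there. Depth limits tags with few reads: a count of 0 in Haedang allows up to 9.63 RPM.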

Differences from the paper's values

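The paper's value for the Table 5 tags enriched in Maroussia is 5, and 2 passed the test here, miR171 and miR396e. Of the alternatives set before the library files were at hand, only enrichment over at least 1 other rose gives 5, which are miR171, miR396e, miR845e, miR477b and miR535, and 3 of these are among the paper's; it also adds miR396e in Sympathy, which the paper calls, and miR396e and miR399 in Vital, which it does not. Scaling without miR159, by all library reads, by TMM and by the median of ratios, enrichment over each other rose, Fisher's exact test, Benjamini-Hochberg adjustment, a minimum ratio of 2, pooled reads and a minimum of 10 reads all give 2. The alternatives added after the values were seen (the authors' factors, near copies left out, Sympathy left out) give 2 as well. The paper's methods name a pool of the other roses, but also speak of a comparison with another rose, as its results do, so that which of these contrasts was run stays open, and the cause of the difference was not found.

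Over the 4 roses, the paper marks 18 values of the table as enriched, and 13 passed the test here, all of them among the 18. Those the paper marks and the test did not call are miR166i in Vital and Maroussia, miR159e and miR845e in Maroussia, and miR396e in Sympathy (p = 0.0121 from the exact test). The call of miR396e in Sympathy is reached with scaling without miR159 and by TMM, and that of miR166i in Vital with all library reads, pooled reads and, as an alternative chosen after the values were seen, the authors' factors, which drops 4 of the paper's 18. No setting called miR166i or miR159e in Maroussia.

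The paper ranks the length classes 24, 21 and 22 nt. This order held in 3 of 4 libraries by reads, and in Haedang the 23 nt class was above the 22 nt class; it held in 0 of 4 by distinct sequences. The paper gives a range for the excess of miR159 over other abundant families. Between whole families, the ratios to miR156 (32.8 to 77.7) lay inside this range, and those to miR167 lay below it in Sympathy (6.98) and Haedang (8.04). The single tag named miR157 had only 4 reads in Vital and 397 in Haedang, and the ratios to it lay above the range (429 to 63892). The paper says that miR156 and miR157 were placed in 1 family, so this tag does not stand for a family of its own. The ratios to it therefore do not show a difference from the paper's range. The paper names a miR356e, and no listed tag carries that name.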

Other observations

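The comparison of the Ng1 tags with miR2275 was chosen after the values were seen. The Ng1 family, which is not in miRBase, had 18 reads in Vital, 133 in Maroussia, 213 in Sympathy and 0 in Haedang. Of its 3 tags, UUUAAUUUCCUCCAAUAUCUUA and UUUAAUUUCUUCCAAUAUCUCA each lie within 1 substitution of the listed miR2275 tag UUUAAUUUCCUCCAAUAUCUCA, a family that triggers phased small RNAs in anthers, and UUUAGUUUCCUCCAAUAUCUUA lies 2 substitutions from it. That miR2275 tag had 43 reads in Vital, 55 in Maroussia, 109 in Sympathy and 5 in Haedang, so that both were highest in Sympathy and lowest in Haedang.

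Sequences with at least 100 reads that were nearly confined to a pair of libraries numbered 116 for Vital and Sympathy, the red roses, 84 for Maroussia and Sympathy, 54 for Vital and Maroussia, 22 for Vital and Haedang, 3 for Maroussia and Haedang and 0 for Sympathy and Haedang, and 418 were shared by the 3 hybrid cultivars. The 2 tags listed under miR390, a family that triggers tasiR-ARF, together reached 4359 RPM in Haedang against 476 in Vital, 930 in Maroussia and 349 in Sympathy. One tag had 351 reads in Haedang against 49, 222 and 34 in the same order. The other had 1007 against 136, 235 and 108. Which of these tags triggers tasiR-ARF was not tested, so the sum is not the level of the trigger. The miR845 family was also highest in Haedang, at 2950 RPM against 851 in Maroussia, the next highest. The animal let-7a had 5 reads in Vital and 0 in the other libraries, and the animal miR-21 and miR-122 had 0 reads in all 4.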
